# Long-Term High-Fat High-Fructose Diet Induces Type 2 Diabetes in Rats through Oxidative Stress

**DOI:** 10.3390/nu14112181

**Published:** 2022-05-24

**Authors:** Yue Zhao, Qing-Yu Wang, Lv-Tao Zeng, Jing-Jing Wang, Zhen Liu, Guo-Qing Fan, Jin Li, Jian-Ping Cai

**Keywords:** Western dietary pattern, metabolic disorders, pancreas, islets, single-cell RNA sequencing analysis

## Abstract

Long-term consumption of a Western diet is a major cause of type 2 diabetes mellitus (T2DM). However, the effects of diet on pancreatic structure and function remain unclear. Rats fed a high-fat, high-fructose (HFHF) diet were compared with rats fed a normal diet for 3 and 18 months. Plasma biochemical parameters and inflammatory factors were used to reflect metabolic profile and inflammatory status. The rats developed metabolic disorders, and the size of the islets in the pancreas increased after 3 months of HFHF treatment but decreased and became irregular after 18 months. Fasting insulin, C-peptide, proinsulin, and intact proinsulin levels were significantly higher in the HFHF group than those in the age-matched controls. Plasmatic oxidative parameters and nucleic acid oxidation markers (8-oxo-Gsn and 8-oxo-dGsn) became elevated before inflammatory factors, suggesting that the HFHF diet increased the degree of oxidative stress before affecting inflammation. Single-cell RNA sequencing also verified that the transcriptional level of oxidoreductase changed differently in islet subpopulations with aging and long-term HFHF diet. We demonstrated that long-term HFHF diet and aging-associated structural and transcriptomic changes that underlie pancreatic islet functional decay is a possible underlying mechanism of T2DM, and our study could provide new insights to prevent the development of diet-induced T2DM.

## 1. Introduction

Diabetes mellitus, also known as diabetes, is a serious metabolic disorder with multiple etiologies characterized by disturbances in carbohydrate, fat, and protein metabolism [1,2]. It is estimated that diabetes causes 11.3% of global deaths annually [3]. Overall, 4.2 million people in the 20–79-year age group died of diabetes in 2019 [3]. The increasing mortality associated with diabetes demonstrates the urgency to explore the pathogenesis of the disease.

The WHO proposed several dietary practices according to the confirmed correlation between obesity and type 2 diabetes mellitus (T2DM) risk [1,4]. The consumption of high amounts of fat and refined carbohydrates in the diet may be risk factors for dyslipidemia [5], obesity [6,7,8], insulin resistance [9], and heart disease [10,11]. In addition, many cross-sectional studies and meta-analyses have reported a positive correlation between strong adherence to a Western dietary pattern and an increased risk of T2DM [12,13,14,15,16,17,18,19,20,21,22,23]. However, the target organs and pathogenic mechanisms of diet in T2DM remain unclear.

In 2001, Brownlee first proposed that oxidative stress (OS) may play a major role in the pathophysiology of diabetes and its complications [24]. OS is caused by an imbalance between the production of reactive oxygen species (ROS) and the activity of the antioxidant defense system [25]. Epidemiological studies have also confirmed the elevation of OS biomarker levels in T2DM compared with those in healthy conditions, including antioxidant enzyme activity, lipid peroxidation, and nucleic acid oxidation markers. In a study that included 80 T2DM patients and 79 apparently healthy controls, the ferric reducing ability of plasma, γ-glutamyltransferase, and plasma glutathione reductase (GR) levels were significantly higher in patients with diabetes than those in nondiabetic people [26]. Bandeira et al. found that the total superoxide dismutase (SOD) activity and lipid peroxidation levels were higher in diabetes patients than those in non-diabetes patients through their case–control study (in the 40 to 86 year old group). In further stratified groups, the rate of lipid peroxidation was significantly higher in both groups of diabetes patients (hypertensive and normotensive) than in the prediabetic groups and controls, revealing that increased lipid peroxidation is closely related to T2DM [27]. Furthermore, the levels of the commonly used nucleic acid oxidation markers 8-dihydroguanosine (8-oxo-Gsn) and 8-hydroxy-2-deoxyguanosine (8-oxo-dGsn) were also higher in T2DM patients than those in healthy controls. Broedbaek et al. found that the level of the RNA oxidation marker 8-oxo-Gsn in urine independently predicted diabetes-related mortality [28,29]. Our previous study also verified that 8-oxo-Gsn level in urine was correlated with diabetic nephropathy, and that 8-oxo-Gsn might be a sensitive marker of diabetic nephropathy [30]. However, the mechanisms underlying OS targets in T2DM remain unclear.

Many T2DM animal models, including spontaneous and induced diabetes models, have been developed [31]. These models include characteristics such as insulin deficiency, insulin resistance, and/or beta cell failure [31]. Among induced rodent models, streptozotocin- or alloxan-induced diabetic models are the most common [31,32]. Both chemicals act as cytotoxic glucose analogs that accumulate in pancreatic beta cells through glucose transporter 2 (GLUT2), causing selective destruction of islet beta cells [31,32]. Although these models are helpful for studying the pathogenesis of diabetes, they are not in line with the internal environmental changes induced by long-term dietary treatments. Through the administration of a combination of fructose and fat, Lozano et al. first developed an ideal model for researching the effect of diet on the development of T2DM [33]. They noted marked hepatic vacuolar degeneration and increased ROS levels in the liver and vascular system of diabetic rats that had been fed a high-fat, high-fructose (HFHF) diet [33]. Dal et al. [34] and Werf et al. [35] found that diabetes symptoms and increased levels of ROS in the liver and vascular system induced by HFHF diet were partially corrected by supplementing the antioxidant-rich foods, such as cherries and red cabbages. Of note, existing studies have mainly focused on the HFHF diet-induced impairment of the liver, vascular system, cognition, and retina [36,37,38,39,40]. As an essential organ for sensing blood glucose concentrations and synthesizing and releasing glucose-regulating hormones, islets in the pancreas play a vital part in blood glucose homeostasis [41,42]. However, the effects of an HFHF diet on pancreatic structure and function, as well as their potential mechanisms, remain unclear.

Therefore, the present study explored the impact of a long-term HFHF diet on the rat pancreas. An 18 month HFHF diet was used to trigger the onset of T2DM in rats, which was confirmed by assessing metabolic, oxidative, and inflammatory parameters. After observing the changes in pancreatic structure and function, we used single-cell RNA-sequencing (scRNA-seq) to explore the distribution and transcriptomic patterns in pancreatic cells and islet cells. We decoded long-term HFHF diet and aging-associated structural and transcriptomic changes that underlie pancreatic islet functional decay at single-cell resolution and indicated that inflammation occurs after oxidative stress, suggesting a possible underlying mechanism of T2DM and providing new insights to prevent the development of diet-induced T2DM.

## 2. Materials and Methods

### 2.1. Ethics Statement

The animal use protocol was reviewed and approved by the Animal Ethics and Welfare Committee of Beijing Stomatological Hospital (Approval No. KQYY-202103-001). All efforts were made to minimize animal suffering and to reduce the number of animals used.

### 2.2. Animals and Induction of Diabetes

Forty male Wistar rats (male; 2 months old; 280.75 ± 8.19 g; SPF (Beijing Biotechnology Co., Ltd., Beijing, China), were fed in a temperature-controlled room with a 12 h light/dark cycle and ad libitum access to water and food. After 1 week, eight rats were randomly selected and sacrificed (baseline), and the other rats were then randomly divided into two groups of 16 rats each (control and HFHF groups). The control and HFHF groups were fed a normal diet and HFHF diet (SPF (Beijing) Biotechnology Co., Ltd.), respectively, as previously reported [33]. The primary ingredients of each diet are shown in Table S1.

Eight rats per group were sacrificed 3 months after the start of the administration of each diet. The rats were intraperitoneally anesthetized using Zoletil^®^50 (Boehringer Ingelheim, Ingelheim, Rhein, Germany). Blood was collected from the heart, and plasma was stored at −80 °C for subsequent analysis. All tissues were rinsed, weighed, and embedded in Tissue-Tek^®^ Optimal Cutting Temperature compound (Sakura Finetek USA, Torrance, CA, USA) or frozen in liquid nitrogen. Spontaneous metabolism was assessed using standard rodent metabolic cages, and then 24 h urine was collected. After 18 months of feeding, six rats in each group were anesthetized and sacrificed according to the above procedures. The remaining two rats per group had their islets isolated for single-cell RNA sequencing analysis. The study outline is shown in Figure 1.

### 2.3. Metabolic, Inflammatory, and Oxidative Parameter Analyses

#### 2.3.1. Glucose Measurement

Blood glucose levels were evaluated on the basis of the fasting glucose value (OneTouch Ultra Easy^®^ glucometer; Johnson & Johnson, New Brunswick, NJ, USA) and intraperitoneal glucose tolerance test (IpGTT). A 20% glucose solution was injected intraperitoneally in rats at a 2 g/kg dose. A glucometer measured the caudal capillary glycemia of rats at 0, 15, 30, 60, and 120 min after injection.

#### 2.3.2. Plasmatic Metabolic and Oxidative Parameters Assessments

All procedures for determining glycated serum protein (GSP; A037-2-1; Nanjing Jiancheng Bioengineering Institute, Nanjing, China), pyruvic acid (A081), glucose (A154-1-1), total triglycerides (TG; A110-1-1), total cholesterol (T-CHO; A111-1-1), low-density lipoprotein cholesterol (LDL-C; A113-1-1), SOD (A001-3), xanthine oxidase (XOD; A002-1-1), total antioxidant capacity (T-AOC; A05-3-1), lactate dehydrogenase (LDH; A020-2), T-GSH (A061-1), GR (A062-1-1), hydrogen peroxide (H_2_O_2_; A064-1-1), and lipid hydroperoxide (LPO; A106-1) were performed according to the manufacturer’s instructions (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

#### 2.3.3. Detection of 8-oxo-Gsn and 8-oxo-dGsn in Urine

First, 100 μL of urine was mixed with 400 μL of 30% methanol (Sigma-Aldrich, St. Louis, MO, USA) solution to acquire a 1:5 diluted urine sample for oxidized guanine nucleoside analysis. Then, 10 μL of 80 pg/μL [_15_N^5^] 8-hydroxy-2-deoxyguanosine (8-oxo-dGsn; Cambridge Isotope Laboratories, Andover, MA, USA) and 10 μL of 80 pg/μL [_15_N^2^_13_C^1^] 8-dihydroguanosine (8-oxo-Gsn; Toronto Research Chemicals, Toronto, ON, Canada) were added as internal controls and centrifuged at 12,000× *g* for 15 min at 4 °C.

Next, 100 μL of supernatant was loaded in the liquid chromatograph with tandem mass spectrometry (LC–MS/MS) (Agilent Technologies, Santa Clara, CA, USA) for the analysis of 8-oxo-dGsn and 8-oxo-Gsn [30]. The mobile phase consisted of 20 mM ammonium acetate (Thermo Fisher Scientific, Waltham, MA, USA) (A) and 100% methanol (B), which was added in a Waters Sunfire C18 column (5 μm, 4.6 × 250 mm). Gradient elution was performed from 0 to 6.0 min with 8% B at 0.8 mL/min, from 6.0 to 6.01 min changing from 8% B to 50% B at 1 mL/min (sixth curve), from 6.01 to 8 min in 50% B at 1 mL/min, from 8.0 to 8.01 min changing from 50% B to 8% B (sixth curve), and then from 8.01 to 10.0 min in 8% B at 0.8 mL/min (sixth curve). The injection volume was 20 μL, and the UV detection wavelength was 233 nm. The final concentrations of 8-oxo-dGsn and 8-oxo-Gsn in urine were calculated on the standard curve.

#### 2.3.4. Plasmatic Inflammatory Parameters

Interleukin (IL)-1β, IL-6, tumor necrosis factor (TNF)-α, vascular endothelial growth factor (VEGF), intercellular cell adhesion molecule (ICAM)-1, and monocyte chemotactic protein (MCP)-1 were detected using enzyme-linked immunosorbent assay (ELISA) at the Nanjing Jiancheng Bioengineering Institute.

### 2.4. Histological Studies

To estimate histological changes, embedded pancreatic tissues were sectioned to a thickness of 8 μm for hematoxylin/eosin (HE) staining (G1121; Beijing Solarbio Science & Technology Co., Ltd., Beijing, China), Masson’s trichrome staining (G1346; Beijing Solarbio Science s& Technology Co., Ltd., Beijing, China), and immunofluorescent staining. Mouse anti-insulin (rat, 1:500, ab181547; Abcam, Waltham, MA, USA), rabbit anti-glucagon (rabbit, 1:150, 15954-1-AP; Proteintech, Rosemont, IL, USA), and the corresponding secondary antibodies (donkey anti-rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 555; donkey anti-mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488(REF.A21202); Life Technologies, Carlsbad, CA, USA) were used to detect alpha and beta islet cells. As described in Chansela et al.’s study, the islets could be categorized as small (<10,000 μm^2^), medium (10,000–50,000 μm^2^), large (50,000–100,000 μm^2^), and extra large (>100,000 μm^2^) on the basis of the total area of islets [43]. The islet density is calculated as follows: the number of each islet size/total number of islets ×100 [43].

### 2.5. Pancreas-Specific Endocrine Protein Expression in Plasma

To evaluate the function of the pancreatic islets, fasting plasma insulin (Mercodia High Range Rat Insulin ELISA, Lot10-1145-01; Mercodia, Uppsala, Sweden) and C-peptide levels (Mercodia Rat C-peptide ELISA, Lot10-1172-01; Mercodia) were tested using a double-antibody sandwich enzyme-linked immunoassay. Proinsulin (Mercodia High Range Rat Proinsulin ELISA, Lot 10-1232-01; Mercodia) and intact proinsulin (Mouse/Rat Intact Proinsulin Assay Kit, No. 27706; Immuno-Biological Laboratories Co., Ltd., Naka, Fujioka-Shi, Japan) were examined according to the manufacturer’s instructions.

### 2.6. 10X Genomics Single-Cell RNA Sequencing Analysis of Pancreas in 18 Month HFHF Rats

#### 2.6.1. Preparation of Single-Cell Suspension

Pancreases of two rats per group (baseline, HFHF, and control groups after 18 months of feeding) were subjected to scRNA-seq. The islets were isolated as previously reported [44,45]. Briefly, precooled 0.5 mg/mL collagenase P solution was injected into the common bile duct to expand the pancreas, and then the pancreas was quickly extracted and transferred into a digestion bottle. After incubation at 38 °C for 10 min, the suspension was centrifuged at 1200× *g* for 2–3 min at 4 °C. The precipitate was washed twice with Hanks’ solution and resuspended in Histopaque-1077. After gently adding RPMI 1640 (containing 10% fetal bovine serum) solution to the liquid surface, the tube was centrifuged at 3000× *g* for 20 min at 4 °C. Granules scattered between the interfaces were collected and resuspended in 1 mL TrypLE (12604013; Thermo Fisher Scientific) for further digestion. DAPI staining was used to evaluate cell viability (Count Star, TANON SCIENCE & TECHONLOGY CO, Shanghai, China). When cell viability reached 80% and the proportion of doublets was less than 20%, an estimated 10,000 single cells per sample were suspended in phosphate-buffered saline solution (containing 0.04% bovine serum albumin).

#### 2.6.2. Cell Capture and cDNA Synthesis

Cell suspensions were loaded on a chromium single-cell controller (10× Genomics, San Francisco, CA, USA) to generate single-cell gel beads in emulsion (GEMs). A Chromium Next GEM Single Cell 3ʹ GEM, Library & Gel Bead Kit v3.1 (1000121; 10× Genomics, Pleasanton, CA, USA) and Single-Cell B Chip Kit (1000127; 10× Genomics) were used according to the manufacturer’s protocol. As previously described, single-cell droplet collection, cDNA amplification, and sequencing library preparation were performed [46,47]. The cDNA libraries were sequenced on an Illumina Novaseq6000 sequencer with a sequencing depth of at least 30,000 reads per cell and a pair end of 150 bp (PE150; Capitalbio Technology Corporation, Beijing, China).

#### 2.6.3. scRNA-Seq Data Preprocessing

Data were analyzed by Capitalbio Technology Corporation (Beijing, China). Cell Ranger software (ver 6.1.2 accessed on 25 October 2021; https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest) was used to perform alignment, filtering, barcode counting, and unique molecular identifier (UMI) counting and then to generate a feature barcode matrix and determine clusters. Cells whose gene number was <200, whose gene number was ranked in the top 1%, or whose mitochondrial gene ratio was >25% were regarded as abnormal and filtered out. 

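Applied to the deposited counts, the limit of 200 genes concerned 848 barcodes, and 1578 had a mitochondrial share over 25%. The top 1% of gene number, taken over all barcodes pooled, began at 6332 genes and held 780 barcodes, of which 520 came from HFHF-old replicate 1. That replicate also held 733 of the barcodes over the mitochondrial limit. A barcode could meet more than 1 of these criteria.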

Data were then loaded into Seurat 3.0 (accessed on 6 June 2019; http://satijalab.org/seurat) without normalization, scaling, or centering. In addition to the expression data, metadata for each cell were collected, including clone identity, cell-cycle phase, and sample source. Highly variable genes were identified and used as inputs for dimensionality reduction using principal component analysis. The resulting principal components (PCs) and correlated genes were examined to determine the number of components included in the downstream analysis. T-distributed stochastic neighbor embedding and uniform manifold approximation and projection (UMAP) plots (based on the first 10 PCs) were used to visualize the cells in a two-dimensional space. Gene Ontology (GO) enrichment analysis was performed using the Rstudio (Version 4.1.2) software program with Benjamini–Hochberg multiple testing adjustment, which was based on all differentially expressed genes (*p*-adj < 0.05, avg_log_2_FC > 0.585).

### 2.7. Statistical Analyses

Results are expressed as the mean ± standard deviation (SD) or median (interquartile range; IQR). Statistical analyses were performed using Student’s *t*-test, Mann–Whitney U test for unpaired data (SPSS^®^, 22.0, Chicago, IL, USA), or two-way analysis of variance and Tukey’s post hoc test (GraphPad Prism^®^, 8.3.1, San Diego, CA, USA). Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Long-Term HFHF Diet Induced Diabetes

Compared to those of the control group, after 3 months of HFHF treatment, the HFHF diet induced a sharp increase in body weight (*p* < 0.0001) and body mass index (BMI; *p* < 0.0001) in the rats of the HFHF group (Table S2, Figure 2A and Figure S1). Fasting glycemia increased significantly between groups (*p* < 0.05) (Figure 2B). Lipid-related biochemical parameters increased in the HFHF group (Table S2). Obvious vacuolar degeneration in the livers of HFHF diet-fed rats was also observed (Figure S2).

After 18 months of treatment, the HFHF group exhibited more severe metabolic disorders, particularly dyslipidemia and hyperglycemia. Compared to the age-matched control group, the fasting glycemia level (*p* < 0.0001) and AUC of the IpGTT test (*p* < 0.0001) were significantly higher in the HFHF group (Figure 2). Lipid droplets showed further accumulation, and hepatic fibrosis was observed in the liver of HFHF rats (Figure S2). These findings suggest that long-term HFHF induces T2DM.

### 3.2. HFHF Diet Influenced Islet Cell Function and Structure

Insulin, secreted by islet cells, is the essential hormone responsible for maintaining glucose homeostasis [48]. Proinsulin, a precursor molecule of insulin, is intracellularly cleaved by prohormone convertases, which hydrolyze positions 32–33 and 65–66 in proinsulin, and the carboxypeptidase E, which removes the basic residues 64–65 and 31–32 to form insulin and C-peptide [41,49,50,51,52]. Therefore, the total proinsulin consists of several partially hydrolyzed forms of proinsulin intermediate (32–33 split proinsulin, 65–66 split proinsulin, des 64–65 proinsulin, and des 31–32 proinsulin) and intact proinsulin, which is the unhydrolyzed form of proinsulin [51,52,53,54]. Hence, the detection of total proinsulin and intact proinsulin could reflect the hormone-processing ability of islet cells.

To assess the functional consequences of an HFHF diet on the pancreas, levels of the above hormones were measured using ELISA (Figure 3A–D). After 3 months of receiving the appropriate diet, the fasting insulin level of HFHF rats was higher than that of the age-matched control group, whereas there were no differences in C-peptide, proinsulin, and intact proinsulin. After 18 months, the levels of these four hormones were significantly higher in the HFHF group than in the control group. Furthermore, during the IpGTT, the insulin, C-peptide, and proinsulin levels were also higher in the HFHF group than in the control group at each timepoint (Figure S3).

The islet structure was examined using HE staining. As shown in Figure 3E and Figure S4, the size of islets in the pancreas of the HFHF group rats increased after 3 months. However, after 18 months of feeding, islet size decreased, and the morphology became irregular. This phenomenon was confirmed by immunofluorescence staining (Figure S4). At the same time, the pancreatic tissue of rats in this group was found to have been infiltrated by a large number of adipocytes (Figure S5).

### 3.3. HFHF Diet Increased the Plasmatic Degree of Oxidation

As shown in Figure 4A, 8-oxo-Gsn levels were significantly higher in the urine of the HFHF group rats than that of the age-matched control group (3 months, *p* < 0.01; 6 months, *p* < 0.01; 12 months, *p* < 0.01; 18 months, *p* = 0.4). A similar trend was observed in urinal 8-oxo-dGsn detection. After 12 months of HFHF treatment, the level of 8-oxo-dGsn in the HFHF group increased significantly compared to the age-matched control group (12 months, *p* < 0.05; 18 months, *p* < 0.05) (Figure 4B), while the amount of 8-oxo-dGsn in the normal diet group remained unchanged during the study. Thus, long-term consumption of an HFHF diet induces RNA and DNA oxidation, suggesting the presence of an over-oxidative environment.

After administering the HFHF diet for 3 months, the levels of plasma oxidative parameters were significantly higher than those in the age-matched control group (Figure 4C–E, Table S2). After another 15 months of the HFHF diet, the levels of antioxidant enzyme activity (GR and XOD) and T-AOC in the HFHF group were twice those of the control group, suggesting that plasma oxidation was further intensified (Figure 4D,E, Table S2). Moreover, the expression of GSH, which acts as a ROS scavenger, decreased gradually (Table S2). These results suggest that the degree of OS in rats increased with consumption of the HFHF diet.

### 3.4. HFHF Diet Caused Inflammation

After feeding an HFHF diet for 3 months, compared with the age-matched group, there was no significant change in the plasma inflammation indices, except for IL-6 (*p* < 0.05) (Figure 4F–H, Table S2). Importantly, after 18 months, all inflammatory factors, including IL-1β (*p* < 0.01), IL-6 (*p* < 0.0001), MCP-1 (*p* < 0.0001), TNF-α (*p* < 0.05), VEGF (*p* < 0.001), and ICAM1 (*p* < 0.05) showed significant differences, indicating that the long-term HFHF diet induced an elevation in inflammation.

### 3.5. Identification and Transcriptomic Pattern of Pancreatic Cells from Single-Cell Levels in HFHF Rats after 18 Months

Six rats divided into baseline (young), HFHF (HFHF-old), and age-matched control (old) groups after 18 months of treatment were sacrificed, and their pancreases were isolated for scRNA-seq. 

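The deposited data are 10x Genomics 3' single-cell counts of unique molecular identifiers (UMIs) from 6 rats, 2 per group, with the rat as the unit of replication. The young rats were sacrificed at baseline, and the old and HFHF-old rats after 18 months on the control or the HFHF diet. The authors ran Cell Ranger up to the filtered feature barcode matrix, which lists 32883 genes by Ensembl rat identifiers and symbols without coordinates. In the order young replicates 1 and 2, old replicates 1 and 2 and HFHF-old replicates 1 and 2, the libraries held 110249441, 79416814, 77387928, 79850893, 166875258 and 108955232 UMIs. After the filters the cells had medians of 4299, 5302, 7739, 2537, 9392 and 8599 UMIs and 1861, 1687, 2674, 1156, 3086 and 2892.5 genes per cell. From these counts the cells were filtered and clustered, UMIs were summed per rat and cell class, and the sums were compared between groups with edgeR, so that each test sets rats and not cells against each other. With 2 rats against 2, a two-sided exact permutation test cannot go below p = 0.333, so the tests borrow their estimate of spread across genes and groups. Choices of filters, tests, gene lists and alternatives were made before the data were examined unless stated otherwise.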

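The filtered matrices held 17724, 10550, 7617, 16896, 13250 and 11987 barcodes in young replicates 1 and 2, old replicates 1 and 2 and HFHF-old replicates 1 and 2, with at least 500 UMIs in each barcode.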

A total of 78,024 cells were processed and qualified. 

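After the filters 75202 cells remained, 17443, 10283, 7381, 16388, 11991 and 11716 per rat in the same order, and 2822 were left out. Ranking the top 1% within each library kept 75205 cells. With no filter on the top 1%, an alternative chosen after the data were seen, 75981 remained. In each library a share of barcodes set in advance by its number of cells, those most like simulated doublets, was labelled as doublets. These numbered 8113, or 14.0, 8.23, 5.91, 13.1, 9.59 and 9.37% of the cells kept per rat. The percentages therefore follow the number of cells and are not a measured rate of doublets. Doublets were retained in the main results. Free RNA was not subtracted in the main results either.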

After filtering the abnormal cells, data from 76,383 cells were loaded into Seurat for subsequent analysis (Figure S6F).

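Clustering on 10 principal components without batch correction gave 31 clusters. Of these, 4 clusters with 6.44% of the cells matched no cell type by the markers. Their share was 9.44% of the cells of the young group, 8.95% of the old group and 0.422% of the HFHF-old group, with most of them in young replicate 2 (24.9%) and old replicate 2 (12.6%). The number of clusters was 17 with batch-balanced neighbours, 20 at resolution 0.5, 34 with all variable genes and 49 at resolution 2. The thresholds that name a cluster were set after the clusters were seen.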

Unsupervised clustering analysis separated the cells into 10 clusters (Figure 5A and Figure S7A). 

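Clusters were named by marker genes, and clusters of the same name were pooled into classes. Lymphocyte clusters separated into a T-like class, with Cd3e at 343 counts scaled by library size (CPM) over all rats, and a natural killer (NK)-like class with Cd3e at 13.7 CPM. Cd8a stood at 396 CPM in the T-like and 236 CPM in the NK-like class. Ncr1 (39.4 against 304 CPM), Prf1 (109 against 1201 CPM) and Klrb1a (285 against 1607 CPM) were higher in the NK-like class. In the T-like class Cd3e stood at 109, 63.4, 457, 535, 375 and 439 CPM in young replicates 1 and 2, old replicates 1 and 2 and HFHF-old replicates 1 and 2, and 1 cluster held 1145, 696, 343, 729, 311 and 442 of the 1328, 801, 867, 1895, 494 and 1821 T-like cells of these rats. The make-up of the class thus differed between rats, and not all of its cells, least of all in the young rats, were shown to be T cells. Acinar-like and endocrine-like clusters together formed the secretory class. B-like, endothelial-like, smooth muscle-like and ductal-like classes were found as well as macrophage-like and fibroblast-like ones. Further classes of neutrophil-like, dendritic-like, mast-like and mesothelial-like cells were named apart. The neutrophil-like class also had macrophage markers among its leading genes, as many as neutrophil markers, so it was not shown to be free of monocytes and macrophages.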

Specific cell markers were used to recognize identities of cell clusters, including *Cd3e* and *Cd8a* (T cells), *Ccl24* and *Cd83* (macrophage cells), *Cpe* and *Pnliprp1* (secretory cells), *Postn* and *Ccdc80* (fibroblast cells), *Irf8* and *Ly86* (B cells), *Aqp1* and *Flt1* (endothelial cells), *Acta2* and *Myh11* (vascular smooth muscle cells), and *Sox9* and *EpCAM* (ductal epithelial cells) (Figure 5B). 

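The numbers of cells in the young, old and HFHF-old groups were 2129, 2762 and 2315 T-like, 1773, 1698 and 8990 NK-like, 8071, 3576 and 3889 macrophage-like, 4846, 3488 and 4184 fibroblast-like and 4534, 4295 and 2654 secretory cells. There were 522, 1057 and 354 B-like, 1096, 916 and 237 endothelial-like, 566, 358 and 22 smooth muscle-like and 75, 329 and 22 ductal-like cells. Neutrophil-like cells numbered 390, 1676 and 236, dendritic-like cells 576, 1159 and 505, mast-like cells 490, 257 and 180 and mesothelial-like cells 41, 70 and 19. As the mean ± standard deviation of the rats' percentages, secretory cells made up 19.2 ± 15.7%, 18.6 ± 2.13% and 11.1 ± 14.6% in the same order of groups, and macrophage-like cells 26.9 ± 12.0%, 15.4 ± 1.45% and 16.2 ± 22.7%. In HFHF-old replicate 2, 69.4% of the cells were NK-like, and macrophage-like cells were 32.3% of replicate 1 and 0.154% of replicate 2.

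**Figure D1:**
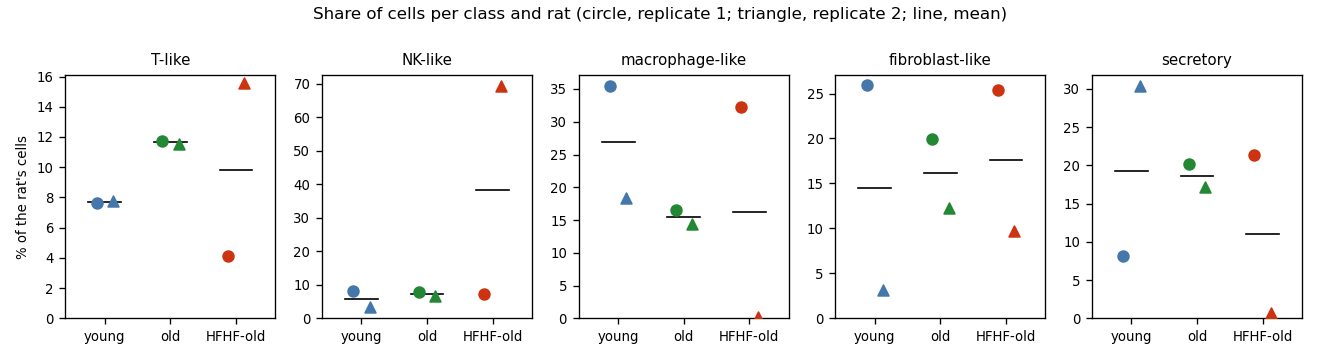
Percentage of each rat's cells in the T-like, NK-like, macrophage-like, fibroblast-like and secretory classes (vertical axis, percent, with its own scale in each panel) for the young, old and HFHF-old groups (horizontal axis). Each point is 1 rat, a circle for replicate 1 and a triangle for replicate 2, and the line is the mean of the group's 2 rats. In the HFHF-old group the rats lie farther apart than in the old group in every panel, for secretory cells with a standard deviation of 14.6 against 2.13 percentage points.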

The number of cell types in the pancreas differed among the three groups (Figure 5A,C). GO analysis indicated that inflammation and immune-related pathways were significantly enriched in the HFHF-old group compared to the old group (Figure S7C–E), which was consistent with a significant increase in the T-cell count (Figure 5C). These observations indicate that long-term HFHF diet altered the pancreatic cellular composition.

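In edgeR tests of the share of cells per class, with rats as replicates, T-like cells in the HFHF-old group against the old group changed by a log2 fold change of -0.25 (standard error 0.914, adjusted p = 0.933), with HFHF-old replicate 1 below and replicate 2 above both old rats. Standard errors beside edgeR values were back-calculated from the fold change and the F statistic of the test. They follow edgeR's fitted spread and are not the spread measured between the rats of that gene or class. Over the alternatives the adjusted p of the T-like share ran from 0.107 to 0.995, and the alternative that moved it most, TMM over classes, gave 1.64. The NK-like share rose by 2.38 (standard error 1.35, adjusted p = 0.391), in 1 of the 2 HFHF-old rats. That value rested on HFHF-old replicate 2, without which it was -0.04, while without replicate 1 it was 3.24 (adjusted p = 0.0485, range over the alternatives 0.0485 to 0.995). T-like and NK-like cells counted together, a grouping chosen after the data were seen, numbered 3902 in the young, 4460 in the old and 11305 in the HFHF-old group. Their share changed by 1.34 (standard error 1.19, adjusted p = 0.583), by -0.75 without HFHF-old replicate 2 and by 2.16 without replicate 1 (adjusted p = 0.0280, range 0.0280 to 0.995).

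In place of the gene ontology (GO) analysis, a list of genes of inflammation and interleukin response, written before the data were examined and not a GO term, was tested with camera on the summed counts. In HFHF-old against old rats, its median log2 fold change was 0.11 (19 of 30 genes up, adjusted p = 0.478) in T-like cells, 0.33 (20 of 32 genes up, adjusted p = 0.211) in macrophage-like cells and 0.26 (21 of 33 genes up, adjusted p = 0.00611) in fibroblast-like cells. In T-like cells the mean of the list (-0.33) had the opposite sign to the median and to the test. Of 186 tests over lists, classes and contrasts, 65 had an adjusted p under 0.05 with camera at its preset correlation and 0 with fry, which also left 7 with an unadjusted p under 0.05. Leaving out HFHF-old replicate 1 moved the fibroblast-like value most, to 0.47 (adjusted p = 0.228, range over the alternatives 5.11e-04 to 0.873).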

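The paper concludes that the diet altered the composition from the numbers of cell types in the 3 groups, the GO analysis and the increase in T cells. Of 14 classes tested among all cells with edgeR, the number with an adjusted p under 0.05 was 0 for HFHF-old against old, with 1 at an unadjusted p under 0.05 and a smallest adjusted p of 0.238. The smallest adjusted p was 0.286 for old against young and 0.570 for HFHF-old against young. The class with the smallest p, neutrophil-like cells (with macrophage markers among their leading genes), changed by -2.88 (standard error 0.803, adjusted p = 0.238), with both HFHF-old rats below both old rats. RT1-Bb and RT1-Db1 were also among its leading genes and were not held out of the clustering. In B-like and dendritic-like cells RT1-Bb was higher in both old rats than in all others. An effect of such differences between rats on this cluster was not excluded. Without HFHF-old replicate 1, macrophage-like cells fell by 6.64 (adjusted p = 0.0317) and neutrophil-like cells fell by 3.40 (adjusted p = 0.0485), so the remaining HFHF-old rat alone decided these values. For that lone rat the spread is assumed to be that of the other groups.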

### 3.6. Long-Term HFHF Diet Affected the Expression of Characteristic Genes and Enriched Oxidative and Inflammatory Pathways in Secretory Cells

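Among 14107 genes tested in the summed counts of secretory cells, edgeR called 0 changed between HFHF-old and old rats at an adjusted p under 0.05 and an absolute log2 fold change over 0.585, although 1595 had an unadjusted p under 0.05. DESeq2 called 159, of which 117 were up and 42 down. In old against young rats edgeR called 5 and for HFHF-old against young 0. Leaving out HFHF-old replicate 1 moved the first count most, to 851, when only replicate 2 with 88 secretory cells was left. In counts simulated with the class's own spread, edgeR recovered 30% and DESeq2 33.5% of 200 genes raised or lowered by a log2 fold change of 2. The secretory class of HFHF-old replicate 1 included sub-clusters with the markers of macrophages or fibroblasts, so differences in the class can also follow from its mixture of cells. An alternative limited to acinar-like and islet-like sub-clusters was therefore added after the data were seen.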

We then explored the changes in the expression of characteristic genes in secretory cells caused by the long-term HFHF diet and aging. As the cells in clusters 2 and 5 were classified as secretory cells (Figure 5A,B), we combined the two clusters and compared them with other types of cells. 

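Transcripts of hormones and proteases also reached cells that should lack them. Ins1 UMIs per T-like cell were 4.40, 17.7, 12.3, 7.01, 11.3 and 0.0242 and Prss1 UMIs 2.58, 10.3, 7.80, 2.13, 21.6 and 0.303 in young replicates 1 and 2, old replicates 1 and 2 and HFHF-old replicates 1 and 2. In HFHF-old replicate 1 a Prss1 UMI was found in 100% of T-like cells (median 6643.5 UMIs) and 98.7% of alpha-like cells (median 19771 UMIs). AABR07060872.1, the gene of Fig. 5D with the largest fitted change, stood at 12.9 ± 4.52 in young, 1587 ± 293 in old and 44.1 ± 2.08 in HFHF-old rats (CPM). CPM of genes tested in secretory, alpha-like, beta-like and PP cells were scaled by library size and by edgeR's TMM factor. CPM of other classes were scaled by library size alone, so the 2 kinds are not directly comparable. From young to old rats its edgeR log2 fold change was 6.94 (standard error 0.599, adjusted p = 0.0386), with both old rats above both young rats and a range of the adjusted p over the alternatives of 3.45e-39 to 1.00. AABR07065625.1, called by the same fit, changed by 5.07 (standard error 0.492, adjusted p = 0.0430), again with the rats apart (range 2.86e-21 to 1.00). Both genes are also leading genes of the B-like cluster and of a plasma-like sub-cluster of the secretory class, which held 2, 0, 16, 125, 4 and 0 cells in the same order of rats, so these values are not evidence of a change in acinar or islet cells. Limited to acinar-like and islet-like sub-clusters, the alternative that moved each most, the changes were 4.36 (adjusted p = 0.260) and 4.07 (adjusted p = 0.436).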

The top 10 differentially expressed genes in secretory cells are shown in Figure 5D, most of which were related to the synthesis of glucose-regulating hormones and pancreatic proteases. GO analysis indicated that peptide hormone secretion- and digestion-related pathways were significantly enriched in the secretory cells (Figure S8). We found different expression patterns among the genes related to hormone synthesis in the three experimental groups. 

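Of the 14 genes of Fig. 5D and 5E tested in secretory cells, 5 were higher and 9 lower in HFHF-old than in old rats, and 12 were higher and 2 lower in old than in young rats. At an adjusted p under 0.05 over all genes, edgeR called 0 in the first comparison and 1 in the second. Adjusted over the list alone, the counts were 2 and 1, which is not independent evidence because the study chose these genes on these samples. For HFHF-old against old these were AABR07060872.1, also a leading gene of B-like and plasma-like cells, which fell by 5.17 to a level with both HFHF-old rats below both old rats, and Iapp with -2.22 (standard error 0.599, adjusted p = 0.426) over all genes. Ins1 and Ins2, and the trypsin genes such as Prss1, are close paralogs that can share reads, so their separate values are uncertain.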

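In secretory cells of young, old and HFHF-old rats, Ins1 stood at 96195 ± 32669 in young, 192244 ± 35206 in old and 55522 ± 34265 in HFHF-old rats (CPM). Gcg stood at 83537 ± 19583 in young, 109731 ± 7889 in old and 4217 ± 2473 in HFHF-old rats, Ppy at 40794 ± 25889 in young, 60599 ± 51842 in old and 7169 ± 9967 in HFHF-old rats and Pyy at 6115 ± 3811 in young, 2529.8 ± 1511 in old and 575 ± 808 in HFHF-old rats. In HFHF-old against old rats, edgeR gave a log2 fold change of -1.79 (standard error 2.23, adjusted p = 0.762) for Ins1, -4.70 (standard error 2.07, adjusted p = 0.450) for Gcg, -3.08 (standard error 2.22, adjusted p = 0.597) for Ppy and -2.13 (standard error 1.70, adjusted p = 0.631) for Pyy. For each of the 4 genes both HFHF-old rats lay below both old rats. DESeq2 gave Gcg -4.69 (adjusted p = 1.99e-13). Over the alternatives the adjusted p ran from 0.0917 to 1.00 for Ins1, 1.99e-13 to 1.00 for Gcg, 0.194 to 1.00 for Ppy and 0.0439 to 1.00 for Pyy. The alternative that moved Pyy most left out HFHF-old replicate 1, and gave -9.56 (adjusted p = 0.0439). These are levels of the class as a whole, so they can fall with the share of islet cells in it as well as with the level per cell.

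**Figure D2:**
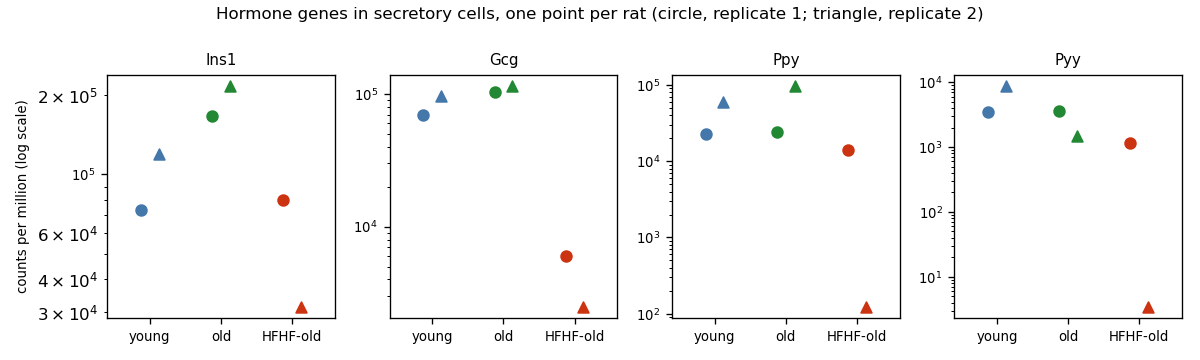
TMM-scaled CPM (vertical axis, log scale, with its own range in each panel) of Ins1, Gcg, Ppy and Pyy in the summed secretory cells of each rat, by group (horizontal axis). Each point is 1 rat, a circle for replicate 1 and a triangle for replicate 2. The lowest value of each gene is that of HFHF-old replicate 2, 31294 for Ins1, 2469 for Gcg, 122 for Ppy and 3.38 for Pyy.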

As shown in Figure 5E, the expression of genes related to glucose-regulating hormone synthesis decreased in the HFHF-old group, including *Ins1*, *Gcg*, *Ppy*, and *Pyy*. The total number of secretory cells also confirmed this among the groups, which showed that secretory cells number decreased in the old group, and the long-term HFHF diet exacerbated this decline (Figure 5C). In addition, GO analysis indicated that OS-related pathways were enriched in the secretory cell clusters of the HFHF-old group, while endoplasmic reticulum unfolded protein response-related pathways were mainly enriched in the old group (Figure 5F–H). Furthermore, inflammatory pathways were detected in the HFHF-old and old groups (Figure 5F–H). 

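The share of secretory cells changed by a log2 fold change of -0.04 (standard error 1.63, adjusted p = 0.979) between old and young rats, with both old rats between the young rats. Between HFHF-old and old rats it changed by -0.75 (standard error 1.64, adjusted p = 0.933) in edgeR, with 1 HFHF-old rat above and 1 below both old rats. The second value rested on HFHF-old replicate 2, without which it was 0.20, and became -4.63 without replicate 1 (range of the adjusted p over the alternatives 0.0851 to 0.995). For old against young the sign also changed, to 1.20 without young replicate 2 (range 0.817 to 0.999). An unnamed cluster of 2513 cells, 2501 of them from young replicate 2, was not counted as secretory. It had hormone genes of the islets among its leading genes and 12 of 16 markers of the closest class, so the secretory count of that rat depends on this choice.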

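A list of oxidative stress genes had a median log2 fold change of -0.19 (14 of 34 genes up, adjusted p = 0.346) by camera in secretory cells for HFHF-old against old. Without HFHF-old replicate 1, which moved it most, the value was -0.58 (adjusted p = 0.00186, range over the alternatives 0.00186 to 0.963). In old against young rats the list stood at -0.06 (16 of 34 genes up, adjusted p = 0.955). Genes of endoplasmic reticulum stress and the unfolded protein response had 0.37 (25 of 27 genes up, adjusted p = 5.35e-07) for old against young and 0.06 (14 of 27 genes up, adjusted p = 0.351) for HFHF-old against old. In acinar-like and islet-like sub-clusters alone, the latter was 0.35 (adjusted p = 0.00631, range 0.00631 to 0.909). The call for old against young did not hold under fry, with a range of the adjusted p of 6.65e-08 to 0.870.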

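In secretory cells the list of inflammation genes had a median log2 fold change of 0.96 (28 of 32 genes up, adjusted p = 1.19e-05) for HFHF-old against old by camera. Limited to acinar-like and islet-like sub-clusters, it was 1.12 (27 of 30 genes up, adjusted p = 8.22e-08, range over the alternatives 7.13e-08 to 0.870). From young to old rats the median was -0.05 (15 of 32 genes up, adjusted p = 0.839), and the mean of 0.04 and the direction of the test had the opposite sign. Without old replicate 2 that median was 0.46 (adjusted p = 3.98e-04, range 3.98e-04 to 0.979). Of further lists tested in the class for HFHF-old against old, haemoglobin genes, which secretory cells should lack, changed by 3.05 (6 of 6 genes up, adjusted p = 0.00869), genes of the response to dissociation by 0.21 (13 of 17 genes up, adjusted p = 0.142) and digestive enzyme genes, which belong to its acinar-like cells, by 1.64 (19 of 19 genes up, adjusted p = 4.99e-08).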

All of the above results verified that endoplasmic reticulum stress induced by unfolded proteins increases with age. A long-term HFHF diet downregulated the expression of glucose-regulating hormones and secretory cell numbers, while it potentially upregulated oxidative and inflammation-related pathways in pancreatic secretory cells.

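The paper proposes higher oxidation and inflammation in secretory cells from the pathways, and reads lower hormone production from the hormone genes and the number of cells. In the same cells the list of hormone processing and secretion genes had a median log2 fold change of -0.65 (4 of 28 genes up, adjusted p = 2.94e-05) for HFHF-old against old by camera, and in acinar-like and islet-like sub-clusters -0.26 (adjusted p = 0.0469, range over the alternatives 1.35e-11 to 0.873). Endocrine cells numbered 317 of 2566 and 8 of 88 secretory cells in HFHF-old replicates 1 and 2. In old replicates 1 and 2 they numbered 314 of 1487 and 2211 of 2808. The lower hormone processing list can thus follow from fewer islet cells in the class as well as from lower levels per cell. Within alpha-like, beta-like and PP cells, given below, its median did not fall. The signs of the inflammation list, the oxidative list and each hormone gene stayed the same when either HFHF-old rat was left out, whereas that of the number of secretory cells did not.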

### 3.7. The Long-Term HFHF Diet Affected the Number of Islet Cells and the Expression of Characteristic Genes

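Clustered again on their own, secretory cells formed 21 sub-clusters, of which 6 with 27.7% of the cells were unnamed (38.0% of the young, 31.5% of the old and 4.07% of the HFHF-old group's secretory cells). Alpha-like, beta-like, delta-like and acinar-like sub-clusters were found, but none of PP cells. Of 1658 cells in alpha-like sub-clusters, 1064 had Gcg, 532 Ppy or Pyy and 53 insulin as the most abundant hormone. PP cells were therefore taken as the endocrine cells whose most abundant hormone was Ppy or Pyy, an alternative that had been planned and became the main definition after the sub-clusters were seen. This selects on genes that are themselves compared, which limits what levels of Ppy and Pyy in PP cells can show.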

Four major endocrine cell types in islets and acinar cells were identified using specific cell markers: *Gcg* and *Gc* (alpha cells), *Ins1* and *Pcsk2* (beta cells), *Ppy* and *Pyy* (polypeptide (PP) cells), *Sst* (delta cell), and *Prss2* and *Cela1* (acinar cells) (Figure 6A,B and Figure S9A,B). The number of islet cells, especially alpha, PP, and delta cells, was significantly decreased in the HFHF-old group, whereas that in the old group barely changed (Figure 6C). 

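The young, old and HFHF-old groups held 822, 756 and 80 alpha-like cells and, by most abundant hormone, 358, 669 and 64 PP cells. HFHF-old replicate 2 had 8 endocrine cells in all and was left out of the islet tests, so that group rests on 1 rat whose spread is assumed to be that of the other groups. Among secretory cells, the alpha-like share changed by a log2 fold change of -2.37 (standard error 1.76, adjusted p = 0.301) for HFHF-old against old in edgeR. The alternative that moved it most, resolution 2, gave -4.53 (adjusted p = 0.0186, range 0.0186 to 0.667). For PP cells by hormone the change was -2.38 (standard error 1.66, adjusted p = 0.253), and in both classes the HFHF-old rat lay below both old rats. That decrease was absent at resolution 2, the alternative that moved it most (0.06, adjusted p = 0.976, range 0.502 to 0.976). For old against young the changes were -0.51 (standard error 1.27, adjusted p = 0.911) for alpha-like and 0.62 (standard error 1.20, adjusted p = 0.831) for PP cells, with the rats of the 2 groups overlapping, and the latter became -0.45 at resolution 2. Of 8 classes tested among secretory cells, the number with an adjusted p under 0.05 was 0 for HFHF-old against old. The largest change among them was that of macrophage-like sub-clusters (3.34), which are no islet class. These were 34.4% of the secretory cells of HFHF-old replicate 1, against 4.30 and 2.49% in old replicates 1 and 2. Fibroblast-like sub-clusters were 26.5% against 3.03 and 8.44%. They enlarge the total and so lower that rat's shares of alpha-like, beta-like and PP cells.

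**Figure D3:**
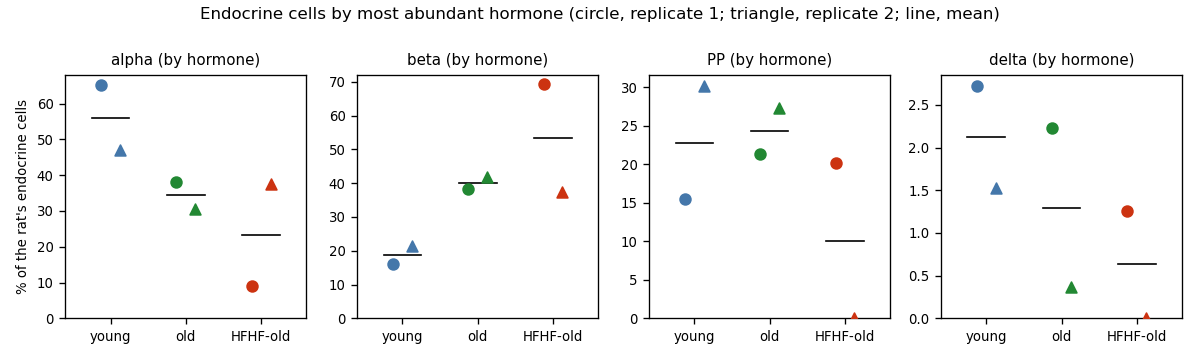
Percentage of each rat's endocrine cells assigned to alpha, beta, PP and delta cells by the most abundant hormone (vertical axis, percent, with its own scale in each panel) in the young, old and HFHF-old groups (horizontal axis). Each point is 1 rat, a circle for replicate 1 and a triangle for replicate 2, and the line is the mean of the group's 2 rats. HFHF-old replicate 1 has 9.15% alpha and 69.4% beta cells among 317 endocrine cells, and the triangles of the HFHF-old group rest on only 8 cells.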

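Beta-like cells numbered 97, 365 and 170 in the young, old and HFHF-old groups. Their share of secretory cells changed by a log2 fold change of -0.21 (standard error 1.07, adjusted p = 0.844) for HFHF-old against old and 1.53 (standard error 0.895, adjusted p = 0.831) for old against young in edgeR, with both old rats above both young rats and the HFHF-old rat between the old rats. The first changed sign with batch-balanced neighbours (1.82, range of the adjusted p 0.0554 to 0.997), and the second was 2.14 (adjusted p = 0.00386, range 0.00386 to 0.989) with TMM over classes. Acinar-like cells numbered 672, 774 and 562, with a change of 0.88 (standard error 1.41, adjusted p = 0.612) for HFHF-old against old.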

The number of beta cells decreased slightly in the long-term HFHF group compared to that in the old group. 

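Delta-like sub-clusters held 37, 20 and 6 cells in the young, old and HFHF-old groups, and by most abundant hormone 4 delta cells were found in HFHF-old replicate 1 and 0 in replicate 2. Their share was tested for old against young alone, on 1 old rat with enough cells, with a log2 fold change of -1.07 (standard error 4.31, adjusted p = 0.911), and no HFHF-old rat held enough cells for a test.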

Since only eight delta cells were obtained in the long-term HFHF group, which was too few to analyze the differential expressed genes between groups, these islet cells were not included in subsequent transcriptional and functional studies.

To further analyze the effects of long-term HFHF and the unavoidable aging on functional genes in islets, we compared the expression of several of the most common marker genes and transcriptional regulators of these three cells among the three experimental groups. 

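For HFHF-old replicate 1 against the old rats, edgeR called 9 of 12593 genes in alpha-like, 9 of 10417 in beta-like and 13 of 10842 in PP cells. In old against young rats the counts were 2, 5 and 10. DESeq2 called 50, 10 and 17 for HFHF-old against old, and shared 1, 6 and 6 of the edgeR calls. In alpha-like cells the calls split into 9 up and 0 down with edgeR but 4 up and 46 down with DESeq2. The edgeR counts depended on single rats. For HFHF-old against old they rose without old replicate 1 in alpha-like and beta-like cells. In PP cells they rose whichever young or old rat was left out. For old against young they rose without old replicate 1 in alpha-like and beta-like cells and without young replicate 1 in PP cells.

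Among the largest called changes were AC142181.2, with 318 CPM in HFHF-old replicate 1 against 0.328 and 0 in the old rats in alpha-like cells (adjusted p = 9.36e-04, range over the alternatives 1.42e-22 to 0.0261), and LOC683849, with 183 CPM in HFHF-old replicate 1 against 0 and 0 in the old rats (adjusted p = 0.00110, range 6.31e-24 to 0.0103). Against levels near 0 a fitted fold change depends on the prior count and is not given here. Genes known only by a locus name may share reads with paralogs, and T-like cells of the same rat held 895 CPM of AC142181.2, scaled by library size alone. In alpha-like cells Agr2 had 66.9 CPM in HFHF-old replicate 1 against 0 and 0 in the old rats (adjusted p = 0.00433, range 6.23e-24 to 0.0442), and Agr3 101 against 0.128 and 0 in the young rats (adjusted p = 4.00e-04, range 2.86e-46 to 0.00750).

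In beta-like cells AC142181.2 and LOC683849 were called as well, with 104 CPM in HFHF-old replicate 1 against 0 and 0.0837 in the old rats for AC142181.2 (adjusted p = 5.97e-06, range 3.46e-17 to 0.0259) and 63.0 CPM in HFHF-old replicate 1 against 0.471 and 0 in the old rats for LOC683849 (adjusted p = 4.19e-04, range 2.34e-13 to 1.00). Cela3b, a transcript of acinar cells, changed there by a log2 fold change of 3.36 (standard error 0.529, adjusted p = 0.0184) with the rats apart, and by 1.39 with all variable genes in the clustering (range 1.03e-05 to 0.859). RT1-A1 changed by 2.66 (standard error 0.419, adjusted p = 0.0414) between old and young rats, both old rats being above both young rats (range 1.09e-05 to 0.767).

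In PP cells the called changes included AC142181.2, with 438 CPM in HFHF-old replicate 1 against 1.95 and 0.271 in the old rats. LOC683849 had 248 CPM in HFHF-old replicate 1 against 1.95 and 0 in the old rats. LOC286960 had 63.0 CPM in HFHF-old replicate 1 against 0 and 1.36 in the old rats. RT1-Bb stood at 1.46 CPM in HFHF-old replicate 1 against 154 and 77.3 in the old rats. RT1-Da changed by -3.53 (standard error 0.551) and RT1-Db1 by -3.42 (standard error 0.568). Each of these RT1 genes was called and was lower in the HFHF-old rat than in both old rats. From young to old rats, RT1-Bb rose from 3.53 and 1.28 to 154 and 77.3 CPM (adjusted p = 0.00118, range 2.66e-20 to 0.151). AABR07060872.1 changed by 7.71 (standard error 1.23, adjusted p = 0.0363, range 1.55e-14 to 0.338) and AABR07065625.1 by 6.35 (standard error 0.944, adjusted p = 0.0216, range 6.39e-16 to 0.193), with the rats apart. The last 2 are leading genes of B-like and plasma-like cells, so RNA or cells of that kind were not excluded as their source. Tmem132d changed by 5.28 (standard error 0.488, adjusted p = 4.96e-04, range 2.21e-14 to 0.0155) and Ccl5 by -4.30 (standard error 0.718, adjusted p = 0.0453, range 3.90e-09 to 0.854) for HFHF-old against young. RT1 genes differ between animals in sequence and share reads among paralogs, so their values are uncertain.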

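Iapp stood at 2023 ± 681 CPM in young rats, 1668 ± 1199 in old rats and 413 in the HFHF-old rat in beta-like cells, and Slc2a2 at 441 ± 5.32 in young rats, 364 ± 139 in old rats and 245 in the HFHF-old rat. Iapp changed by a log2 fold change of -2.01 (standard error 1.02, adjusted p = 0.732) for HFHF-old against old in edgeR, with the HFHF-old rat below both old rats, and by -0.28 (standard error 0.751, adjusted p = 1.00) for old against young. Of the 14 genes of Fig. 6D in beta-like cells, 14 were lower in the HFHF-old rat than in the old rats on average, 0 called over all genes and 4 adjusted over the list alone, which is not independent evidence. Of the 2 beta-like sub-clusters, 1 held 161 and the other 6 cells of HFHF-old replicate 1, against 24 and 41 of old replicate 1 and 11 and 289 of old replicate 2. Several genes of Fig. 6D are leading genes of the other sub-cluster, so a different make-up of the class and lower levels within its cells were not separated.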

Several known beta cell markers were also identified, including *Iapp* encoding islet amyloid polypeptide and *Slc2a2* (also known as *Glut2*) which is responsible for glucose uptake [55] (Figure 6D). During the aging process, the expression of major hormone-biosynthetic genes in islet cells, such as *Gcg* in alpha cells, *Ins1* in beta cells, and *Ppy* and *Pyy* in PP cells, was upregulated, but the long-term HFHF diet caused downregulation of these genes (Figure 6D). 

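Gcg stood at 208407 ± 74893 CPM in young rats, 368329 ± 7020.0 in old rats and 61102 in the HFHF-old rat in alpha-like cells. In edgeR it changed by a log2 fold change of 0.82 (standard error 3.13, adjusted p = 1.00, range 0.866 to 1.00) for old against young, with both old rats above both young rats, and -2.59 (standard error 4.36, adjusted p = 0.813, range 7.72e-07 to 0.961) for HFHF-old against old, with the HFHF-old rat below both old rats. DESeq2 gave -2.61 for the latter, and its adjusted p is the lowest of that range. The alpha-like class of the HFHF-old rat held 77 cells, whereas 29 of its endocrine cells had Gcg as most abundant hormone. A Gcg UMI was found in 62.3% of its alpha-like cells, which held 1566 Gcg and 3777 Ppy UMIs on average. With classes set by most abundant hormone, Gcg changed by -1.59 for HFHF-old against old, so the size of the difference depended on which cells the class held. The TMM factor of HFHF-old replicate 1 was 1.33 in alpha-like, 1.83 in beta-like and 1.23 in PP cells. In old replicates 1 and 2 it was 0.916 and 0.715, 1.07 and 0.884, and 1.07 and 0.744 in the same order. This scaling lowers the CPM and fold changes of the HFHF-old rat. Pooled cells were scaled per cell without this factor, so a sign that changed with pooled cells can follow from the scaling. In beta-like cells Ins1 stood at 607818 ± 161467 CPM in young rats, 378654 ± 7095 in old rats and 146614 in the HFHF-old rat and changed by -0.68 (standard error 3.54, adjusted p = 1.00, range 0.985 to 1.00) for old against young, with both old rats below both young rats, and -1.37 (standard error 4.60, adjusted p = 0.951, range 0.475 to 1.00) for HFHF-old against old, with the HFHF-old rat below both old rats. In PP cells Ppy stood at 298639.5 ± 105433 CPM in young rats, 435829.8 ± 241024 in old rats and 220301 in the HFHF-old rat and changed by 0.55 (standard error 3.04, adjusted p = 0.999, range 0.986 to 1.00) for old against young, with the rats overlapping, and -0.98 (standard error 3.88, adjusted p = 0.945, range 0.790 to 1.00) for HFHF-old against old, with the HFHF-old rat below both old rats. Pyy in PP cells stood at 42282 ± 14765 CPM in young rats, 23039.6 ± 21719 in old rats and 16589 in the HFHF-old rat and changed by -0.88 (standard error 1.37, adjusted p = 0.999, range 0.816 to 1.00) for old against young, with the rats overlapping, and -0.47 (standard error 1.70, adjusted p = 0.939, range 0.857 to 1.00) for HFHF-old against old, with the HFHF-old rat between the old rats. The Ppy value for old against young in PP cells changed sign at resolution 2 (-0.21) and also without old replicate 2. The Pyy value for HFHF-old against old in PP cells changed sign with pooled cells (1.40) and also without old replicate 1. In alpha-like cells, 12 of 14 genes of Fig. 6D were higher in old than in young rats and 12 lower in the HFHF-old rat than in the old rats. The corresponding counts in PP cells were 7 and 11 of 12. The alpha-like sub-cluster with Gcg among its leading genes held 3, 68 and 532 cells of HFHF-old replicate 1 and old replicates 1 and 2. The other alpha-like sub-cluster held 74, 65 and 91. Cryba2 and Rbp4 also led the former, so a different make-up of the alpha-like class and lower levels within its cells were not separated.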

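Pdx1 stood at 117 ± 22.8 CPM in young rats, 109 ± 24.1 in old rats and 102 in the HFHF-old rat in beta-like cells and changed in edgeR by a log2 fold change of -0.10 (standard error 0.429, adjusted p = 1.00, range 0.984 to 1.00) for old against young, with the rats overlapping, and -0.09 (standard error 0.524, adjusted p = 0.976, range 0.880 to 1.00) for HFHF-old against old, with the HFHF-old rat between the old rats. Slc2a2 in these cells changed by -0.28 (standard error 0.522, adjusted p = 1.00, range 0.971 to 1.00) for old against young, with the rats overlapping, and -0.57 (standard error 0.654, adjusted p = 0.843, range 0.794 to 1.00) for HFHF-old against old, with the HFHF-old rat below both old rats. The Pdx1 value for old against young in beta cells changed sign with pooled cells (0.16) and also without young replicate 2, without old replicate 1, with batch-balanced neighbours, with cells assigned by most abundant hormone or with the top 1% of gene number kept. The Pdx1 value for HFHF-old against old in beta cells changed sign with pooled cells (0.42) and also with a replicate block, without old replicate 2, with all variable genes in the clustering or with batch-balanced neighbours. The Slc2a2 value for HFHF-old against old in beta cells changed sign only with pooled cells (0.40).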

*Pdx1* (encoding pancreas/duodenum homeobox protein 1 and binding to the regulatory elements to upregulate insulin gene transcription [56]) and *Slc2a2* expression in beta cells was upregulated with aging, and the long-term HFHF diet further upregulated these genes. 

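In alpha-like cells Pdx1 stood at 6.32 ± 3.50 CPM in young rats, 11.3 ± 10.4 in old rats and 9.63 in the HFHF-old rat and Slc2a2 at 1.29 ± 0.168 in young rats, 10.3 ± 11.8 in old rats and 2.03 in the HFHF-old rat, levels at which few UMIs were counted. For HFHF-old against old, edgeR gave Pdx1 a log2 fold change of -0.28 (standard error 0.851, adjusted p = 0.905, range 0.480 to 0.967) and Slc2a2 -2.40 (standard error 1.25, adjusted p = 0.452, range 0.00164 to 0.995), with the HFHF-old rat between the old rats in each case. The Pdx1 value for HFHF-old against old in alpha cells changed sign without old replicate 2 (1.30) and also with a replicate block, with all variable genes in the clustering, at resolution 2, with batch-balanced neighbours, with the top 1% of gene number kept or with pooled cells. The Slc2a2 value for HFHF-old against old in alpha cells changed sign with the top 1% of gene number kept (0.51) and also without old replicate 2 or with pooled cells.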

The expression of *Pdx1* and *Slc2a2* in alpha cells was also upregulated in the HFHF group. 

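Rbp4 stood at 3.79 ± 4.20 CPM in young rats, 7.67 ± 7.85 in old rats and 0.271 in the HFHF-old rat in beta-like cells, the HFHF-old level being close to 0. The edgeR log2 fold change was 1.05 (standard error 0.757, adjusted p = 1.00, range 0.120 to 1.00) for old against young, with the rats overlapping, and -4.79 (standard error 1.20, adjusted p = 0.266, range 2.74e-04 to 0.859) for HFHF-old against old, with the HFHF-old rat below both old rats. The Rbp4 value for old against young in beta cells changed sign without old replicate 2 (-0.86) and also with cells assigned by most abundant hormone or with the top 1% of gene number kept. Without old replicate 1 the HFHF-old value was -5.52 (adjusted p = 2.74e-04), and with pooled cells, which moved it most, -0.16.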

The long-term HFHF diet further exacerbated the downregulation of *Rbp4* (encoding retinol-binding protein 4, which is an adipokine involved in the development of obesity and insulin resistance [57]) expression in beta cells compared to the age-matched group. The expression of *Pcsk1*(encoding proprotein convertase subtilisin/kexin type 1, which has been identified in patients with early-onset obesity [58,59]) increased in alpha cells with a long-term HFHF diet. In addition, the expression of *Ins1* in alpha cells was increased in the HFHF group (Figure 6D). 

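Pcsk1 stood at 29.7 ± 14.8 CPM in young rats, 39.0 ± 5.02 in old rats and 56.2 in the HFHF-old rat in alpha-like cells, and its edgeR log2 fold change was 0.53 (standard error 0.455, adjusted p = 0.629, range 0.178 to 0.915) for HFHF-old against old, with the HFHF-old rat above both old rats. The Pcsk1 value for HFHF-old against old in alpha cells changed sign only with cells assigned by most abundant hormone (-0.59).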

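Ins1 stood at 2423 ± 2503 CPM in young rats, 17006 ± 14499 in old rats and 3747 in the HFHF-old rat in alpha-like cells, and its edgeR log2 fold change for HFHF-old against old was -2.18 (standard error 1.55, adjusted p = 0.558, range 0.288 to 0.963), with the HFHF-old rat below both old rats. The Ins1 value for HFHF-old against old in alpha cells changed sign only with batch-balanced neighbours (0.47). In young replicates 1 and 2, old replicates 1 and 2 and HFHF-old replicate 1, an alpha-like cell held 10.9, 80.8, 155, 303 and 96.1 Ins1 UMIs on average, which was 2.47, 4.58, 12.6, 43.2 and 8.48 times the number in a T-like cell, which should hold none of its own. An Ins1 UMI was found in 95.7, 100, 100, 97.4 and 100% of alpha-like and 90.6, 100, 99.2, 94.3 and 100% of T-like cells, at medians of 12436, 20032, 24802, 12329 and 19771 and 4538.5, 6915, 7637, 2855 and 6643.5 UMIs per cell. After thinning every cell to 1000 UMIs, the percentages were 39.3, 52.7, 48.9, 44.1 and 55.3% of alpha-like and 48.3, 75.2, 71.1, 66.4 and 78.9% of T-like cells. At that depth alpha-like cells held 1.08, 3.71, 3.12, 9.95 and 3.41 and T-like cells 1.17, 2.54, 1.74, 2.46 and 1.84 Ins1 UMIs on average. The share of alpha-like cells with Ins1 thus did not exceed that of T-like cells, while their mean was higher in 4 of the 5 rats, so the origin of Ins1 in alpha-like cells was left open.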

We further performed GO analysis to confirm functional changes in different islet cells, and the results showed that the long-term HFHF diet altered hormone secretion function as a positive regulation of protein secretion, while cellular response to calcium ion and protein processing pathways were significantly enriched (Figure 6E). In alpha cells, positive regulation of secretion, exocytosis, and peptide hormone processing were enriched in the HFHF-old group, suggesting that a long-term HFHF diet might increase function-related hormone processing and secretion in alpha cells. In beta cells, the positive regulation of protein secretion, insulin secretion, and positive regulation biosynthetic processes were also enriched in the HFHF-old and age-matched old groups. In PP cells, the protein hormone secretion and exocytosis pathways were enriched only in the HFHF-old group. 

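The list of hormone processing and secretion genes, tested by camera for HFHF-old replicate 1 against the old rats, had a median log2 fold change of 0.02 (14 of 27 genes up, adjusted p = 0.861) in alpha-like, 0.01 (14 of 27 genes up, adjusted p = 0.738) in beta-like and 0.11 (15 of 25 genes up, adjusted p = 0.957) in PP cells. For this contrast in alpha-like and beta-like cells the means of -0.01 and -0.04 and the direction of the test were opposite to the medians. For old against young the medians were 0.15 (18 of 27 genes up, adjusted p = 0.194), 0.02 (14 of 27 genes up, adjusted p = 0.861) and -0.14 (10 of 25 genes up, adjusted p = 0.583) in the same order. The beta-like mean for old against young (-0.06) was also opposite in sign to its median. Without old replicate 1, which moved it most, the PP value for HFHF-old against old was 0.36 (adjusted p = 0.645, range over the alternatives 0.645 to 0.963).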

Long-term HFHF treatment might downregulate the synthesis of glucose-regulating hormones but might increase hormone secretion in subpopulations of islets.

### 3.8. Long-Term HFHF Diet Increased the Oxidative Stress Level in Islet Cells

As the blood oxidative parameters were significantly increased in the HFHF group, we further investigated the oxidation-related genes and pathways that changed within islet subpopulations. The oxidoreductase gene expression differed among islet cell types (Figure 7A). 

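Of the genes of Fig. 7A tested, 2 of 13 were higher in the HFHF-old rat than in the old rats in alpha-like cells, 5 of 13 in beta-like and 2 of 12 in PP cells. Between old and young rats, 11, 6 and 6 were higher in old rats. The edgeR tests called 0 of them in each class at an adjusted p under 0.05, over all genes and adjusted over the list alone. At an unadjusted p under 0.05 there were 4 in alpha-like, 1 in beta-like and 0 in PP cells for HFHF-old against old.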

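Atox1 in young, old and HFHF-old rats stood at 231 ± 42.5, 235 ± 26.7 and 106 CPM in alpha-like cells, 107 ± 24.2, 93.9 ± 34.2 and 46.9 CPM in beta-like cells, 186 ± 67.5, 171 ± 46.3 and 120.1 CPM in PP cells. In old against young rats, edgeR gave Atox1 0.03 (standard error 0.322, adjusted p = 1.00) in alpha-like cells, -0.18 (standard error 0.435, adjusted p = 1.00) in beta-like cells and -0.12 (standard error 0.406, adjusted p = 0.999) in PP cells (ranges 0.842 to 1.00, 0.972 to 1.00 and 0.894 to 1.00). In HFHF-old against old rats it gave -1.15 (standard error 0.420, adjusted p = 0.369) in alpha-like cells, a value that fell by 1.00 (standard error 0.555, adjusted p = 0.738) in beta-like cells and -0.52 (standard error 0.512, adjusted p = 0.757) in PP cells (ranges 0.0748 to 0.866, 0.439 to 1.00 and 0.578 to 1.00), with the HFHF-old rat below both old rats in all 3 classes. The Atox1 value for old against young in alpha cells changed sign with pooled cells (-0.26) and also without young replicate 1, without old replicate 2, with batch-balanced neighbours or with the top 1% of gene number kept. The Atox1 value for old against young in beta cells changed sign with pooled cells (0.20) and also without young replicate 2, without old replicate 1 or with batch-balanced neighbours. The Atox1 value for old against young in PP cells changed sign without young replicate 2 (0.31) and also without old replicate 1 or at resolution 2.

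Ndufs4 in young, old and HFHF-old rats stood at 102 ± 15.0, 119.9 ± 20.7 and 82.6 CPM in alpha-like cells, 44.8 ± 3.62, 44.9 ± 4.58 and 30.5 CPM in beta-like cells, 111 ± 14.5, 115 ± 16.3 and 91.5 CPM in PP cells. From young to old rats its log2 fold changes in edgeR were 0.23 (standard error 0.300, adjusted p = 1.00) in alpha-like cells, 0.01 (standard error 0.378, adjusted p = 1.00) in beta-like cells and 0.05 (standard error 0.357, adjusted p = 0.999) in PP cells (ranges 0.714 to 1.00, 0.988 to 1.00 and 0.932 to 1.00). For HFHF-old against old they were -0.54 (standard error 0.380, adjusted p = 0.555) in alpha-like cells, -0.56 (standard error 0.469, adjusted p = 0.774) in beta-like cells and -0.33 (standard error 0.446, adjusted p = 0.825) in PP cells (ranges 0.418 to 0.973, 0.658 to 1.00 and 0.692 to 1.00), with the HFHF-old rat below both old rats in all 3 classes. The Ndufs4 value for old against young in alpha cells changed sign only with pooled cells (-0.04). The Ndufs4 value for old against young in beta cells changed sign with batch-balanced neighbours (-0.37) and also with DESeq2, with only the 2 groups compared, without young replicate 1, without old replicate 2, without HFHF-old replicate 1, with all variable genes in the clustering or with the top 1% of gene number kept. The Ndufs4 value for old against young in PP cells changed sign with pooled cells (-0.23) and also without young replicate 1, without old replicate 2 or at resolution 2. The Ndufs4 value for HFHF-old against old in beta cells changed sign only with pooled cells (0.19). The Ndufs4 value for HFHF-old against old in PP cells changed sign only with pooled cells (0.21).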

The expression of *Atox1* (antioxidant 1 copper chaperone) and *Ndufs4* (ubiquinone oxidoreductase subunit S4) in alpha, beta, and PP cells gradually decreased with age, and the long-term HFHF diet further exacerbated the downregulation of these genes. The expression level of *Pyroxd1* (pyridine nucleotide-disulfide oxidoreductase domain 1) decreased in the old group, while it recovered in the HFHF-old group. 

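Pyroxd1 in young, old and HFHF-old rats stood at 10.9 ± 1.29, 10.8 ± 1.43 and 10.1 CPM in alpha-like cells, 4.49 ± 0.555, 5.43 ± 0.0132 and 5.95 CPM in beta-like cells, 11.1 ± 2.14, 8.54 ± 5.18 and 8.79 CPM in PP cells. For old against young, edgeR gave log2 fold changes of 0.00 (standard error 0.300, adjusted p = 1.00) in alpha-like cells, 0.27 (standard error 0.421, adjusted p = 1.00) in beta-like cells and -0.26 (standard error 0.483, adjusted p = 0.999) in PP cells (ranges over the alternatives 0.928 to 1.00, 0.926 to 1.00 and 0.884 to 1.00). In HFHF-old against old rats they were -0.11 (standard error 0.400, adjusted p = 0.923) in alpha-like cells, 0.13 (standard error 0.460, adjusted p = 0.953) in beta-like cells and -0.06 (standard error 0.627, adjusted p = 0.975) in PP cells (ranges 0.671 to 0.999, 0.911 to 1.00 and 0.829 to 1.00), with the HFHF-old rat between the old rats in alpha-like cells, the HFHF-old rat above both old rats in beta-like cells and the HFHF-old rat between the old rats in PP cells. The Pyroxd1 value for old against young in alpha cells changed sign without old replicate 2 (-0.16) and also with no low-count filter, with only the 2 groups compared, without young replicate 2, without HFHF-old replicate 1, with doublets left out, with batch-balanced neighbours or with pooled cells. The Pyroxd1 value for old against young in PP cells changed sign only without old replicate 1 (0.13). The Pyroxd1 value for HFHF-old against old in alpha cells changed sign with the top 1% of gene number kept (0.10) and also without old replicate 2, at resolution 2 or with pooled cells. The Pyroxd1 value for HFHF-old against old in beta cells changed sign with the top 1% of gene number kept (-0.18) and also with batch-balanced neighbours. The Pyroxd1 value for HFHF-old against old in PP cells changed sign without old replicate 2 (0.84) and also with a replicate block, with doublets left out, with all variable genes in the clustering, at resolution 2 or with pooled cells.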

Among alpha cells, *Ero1b* (endoplasmic reticulum oxidoreductase 1 beta) expression also decreased with age but was upregulated by the long-term HFHF diet. In contrast, in beta and PP cells, the expression of *Ero1b* was increased in the old group and further upregulated in the HFHF-old group. 

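Ero1b in alpha-like cells stood at 22.3 ± 4.76 CPM in young rats, 24.5 ± 11.4 in old rats and 30.4 in the HFHF-old rat, and its edgeR log2 fold change was 0.15 (standard error 0.371, adjusted p = 1.00, range 0.961 to 1.00) for old against young, with the rats overlapping, and 0.30 (standard error 0.461, adjusted p = 0.792, range 0.366 to 0.970) for HFHF-old against old, with the HFHF-old rat between the old rats. The Ero1b value for old against young in alpha cells changed sign without old replicate 2 (-0.45) and also without young replicate 2, with all variable genes in the clustering, with cells assigned by most abundant hormone or with pooled cells. The Ero1b value for HFHF-old against old in alpha cells changed sign with batch-balanced neighbours (-0.29) and also without old replicate 1.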

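Ero1b in beta-like cells stood at 266 ± 12.5 CPM in young rats, 266 ± 75.2 in old rats and 315 in the HFHF-old rat, and its edgeR log2 fold change was -0.00 (standard error 0.488, adjusted p = 1.00, range 0.994 to 1.00) for old against young, with the rats overlapping, and 0.24 (standard error 0.591, adjusted p = 0.934, range 0.770 to 1.00) for HFHF-old against old, with the HFHF-old rat between the old rats. In PP cells Ero1b stood at 32.0 ± 5.43 CPM in young rats, 22.1 ± 0.513 in old rats and 35.9 in the HFHF-old rat and changed by -0.53 (standard error 0.352, adjusted p = 0.999, range 0.711 to 1.00) for old against young, with both old rats below both young rats, and 0.70 (standard error 0.426, adjusted p = 0.656, range 0.518 to 1.00) for HFHF-old against old, with the HFHF-old rat above both old rats. Ero1b is also a leading gene of the sub-cluster that held most beta-like cells of the HFHF-old rat. The Ero1b value for old against young in beta cells changed sign with batch-balanced neighbours (0.29) and also with no low-count filter, without young replicate 1, without old replicate 2, with doublets left out, at resolution 0.5, at resolution 2, with cells assigned by most abundant hormone, with the top 1% of gene number kept or with pooled cells. The Ero1b value for HFHF-old against old in beta cells changed sign only without old replicate 2 (-0.02). The Ero1b value for old against young in PP cells changed sign only with all variable genes in the clustering (0.05). The Ero1b value for HFHF-old against old in PP cells changed sign only at resolution 2 (-0.07).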

In alpha cells, the *Sod1* (superoxide dismutase 1) expression decreased with age, and long-term administration of an HFHF diet further exacerbated this decline. 

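Sod1 in alpha-like cells stood at 248 ± 70.1 CPM in young rats, 318 ± 51.0 in old rats and 202 in the HFHF-old rat, and its edgeR log2 fold change was 0.36 (standard error 0.356, adjusted p = 1.00, range 0.613 to 1.00) for old against young, with the rats overlapping, and -0.66 (standard error 0.451, adjusted p = 0.541, range 0.301 to 0.963) for HFHF-old against old, with the HFHF-old rat below both old rats. The Sod1 value for old against young in alpha cells changed sign only with pooled cells (-0.03).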

In beta cells, the expression of *Nos1* (nitric oxide synthase 1) was decreased in the old group, but the long-term HFHF diet induced partial recovery. 

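Nos1 in beta-like cells stood at 2.92 ± 0.652 CPM in young rats, 5.26 ± 1.44 in old rats and 4.96 in the HFHF-old rat, a level at which few UMIs were counted, and its edgeR log2 fold change was 0.86 (standard error 0.470, adjusted p = 1.00, range 0.707 to 1.00) for old against young, with both old rats above both young rats, and -0.11 (standard error 0.494, adjusted p = 0.965, range 0.831 to 1.00) for HFHF-old against old, with the HFHF-old rat between the old rats. The Nos1 value for HFHF-old against old in beta cells changed sign with batch-balanced neighbours (0.52) and also with a replicate block, without old replicate 2, with all variable genes in the clustering or with pooled cells.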

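Gfod2 in PP cells stood at 20.0 ± 10.2 CPM in young rats, 12.9 ± 4.42 in old rats and 22.0 in the HFHF-old rat, and its edgeR log2 fold change was 0.72 (standard error 0.541, adjusted p = 0.690, range 0.552 to 1.00) for HFHF-old against old, with the HFHF-old rat above both old rats. Foxred2 fell below the low-count filter in PP cells and was not tested there.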

In PP cells, the expression of *Gfod2* (glucose-fructose oxidoreductase domain containing 2) and *Foxred2* (FAD-dependent oxidoreductase domain containing 2) was higher in the HFHF-old group than in the old group. As the violin plots showed that a long-term HFHF diet increased the expression of various oxidoreductases in different subpopulations of islets, GO analyses were also proposed to determine changes in oxidative- and inflammation-related pathways in different islet cells. 

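For HFHF-old replicate 1 against the old rats, the list of oxidative stress genes had median log2 fold changes by camera of -0.39 (12 of 34 genes up, adjusted p = 0.0422) in alpha-like cells, -0.12 (14 of 31 genes up, adjusted p = 0.410) in beta-like cells and -0.38 (9 of 32 genes up, adjusted p = 0.0178) in PP cells (ranges over the alternatives 0.0105 to 0.897, 0.123 to 0.963 and 0.0211 to 0.873). In old against young rats the medians were 0.08 (21 of 34 genes up, adjusted p = 0.669) in alpha-like cells, 0.03 (16 of 31 genes up, adjusted p = 0.675) in beta-like cells and 0.19 (22 of 32 genes up, adjusted p = 0.207) in PP cells. In beta-like cells the mean (-0.03) and the direction of the test for old against young were opposite to the median. Without old replicate 2, the call in alpha-like and PP cells was lost. Genes of endoplasmic reticulum stress had 0.26 (22 of 26 genes up, adjusted p = 0.00160) in alpha-like cells, 0.08 (17 of 27 genes up, adjusted p = 0.265) in beta-like cells and 0.16 (21 of 26 genes up, adjusted p = 0.0409) in PP cells for old against young. Without young replicate 1 these medians turned negative, at -0.0535 in alpha-like, -0.17 in beta-like and -0.0554 in PP cells.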

Oxidative-related biological processes were enriched in islet cells including beta and PP cells of HFHF-old group, such as response to reactive oxygen species biological processes and cellular response to oxidative stress compared with the old group (Figure 7B). However, negative regulation of reactive oxygen species was enriched in alpha and beta cells from the old group, suggesting that ROS could also be produced with normal aging. Combined with the slow change in plasma antioxidant parameters in the old group, this suggested that the level of ROS induced by aging was still within the normal range and did not cause OS. In addition, inflammation-related biological processes, including the response to IL-4 and IL-1, were only enriched in the HFHF-old group, suggesting that long-term HFHF diet caused inflammation in the alpha, beta, and PP cells of islets. 

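The list of inflammation genes had median log2 fold changes by camera of 0.76 (23 of 28 genes up, adjusted p = 7.25e-04) in alpha-like cells, 0.80 (17 of 21 genes up, adjusted p = 3.11e-05) in beta-like cells and 0.57 (18 of 27 genes up, adjusted p = 0.167) in PP cells for HFHF-old replicate 1 against the old rats (ranges 6.80e-05 to 0.870, 3.43e-05 to 0.870 and 0.0504 to 0.963). From young to old rats they were -0.01 (14 of 28 genes up, adjusted p = 0.675) in alpha-like cells, -0.13 (6 of 21 genes up, adjusted p = 0.410) in beta-like cells and 0.41 (21 of 27 genes up, adjusted p = 4.08e-04) in PP cells (ranges 0.00716 to 0.963, 0.117 to 0.963 and 2.33e-08 to 0.897). In alpha-like cells the mean for old against young (0.06) and the test had the opposite sign to the median. The same cells of that rat had genes of the response to dissociation at 0.53 (12 of 17 genes up, adjusted p = 0.207) in alpha-like cells, 1.02 (16 of 17 genes up, adjusted p = 3.58e-05) in beta-like cells and 0.83 (16 of 17 genes up, adjusted p = 2.28e-04) in PP cells, and digestive enzyme genes at 1.25 (16 of 17 genes up, adjusted p = 1.06e-07) in beta-like cells. In T-like cells the lists of naive and circulating T cell genes stood at 0.96 (6 of 7 genes up, adjusted p = 0.0623) and of effector and resident T cell genes at -0.26 (2 of 11 genes up, adjusted p = 0.0892).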

On the basis of the above, a long-term HFHF diet changed the expression pattern of oxidoreductase genes and increased oxidation and inflammation in islet subpopulations.

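The paper concludes from the oxidoreductase genes of Fig. 7A and the GO terms that the diet changed the pattern of these genes and raised oxidation and inflammation in islet cells. The step from the genes rests on differences between violin plots of cells, whereas the values here compare rats, with 1 HFHF-old rat in each islet class. On rats, 0 of the genes of Fig. 7A were called, the oxidative stress list was lower in all 3 classes, and the inflammation list was higher in all 3, called in alpha-like and beta-like cells by camera. As the young, old and HFHF-old rats differ in age and diet and each was a library of its own, a difference between 1 rat and 2 others can arise from the animal as well as from the diet.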

## 4. Discussion

Various HFHF dietary patterns, which can induce diabetes in rats, have been reported [33,34,35,36,37,38,39,40,60]. However, the dose of fructose and fat administered to rodents in many studies was higher (50–60% of the diet) than that consumed by humans (10–15%) [61]. Therefore, we chose a model that more closely resembles the human diet (21.44% fat, 17.45% protein, 50.26% carbohydrate, and 20% fructose in water) [33]. Previous animal studies have shown that an HFHF diet induces persistent metabolic disorders and OS in pathogenesis, as well as hepatic and vascular complications [33,34,35]. We also found abnormal glucose and lipid metabolism in rats after 3 months of the HFHF diet, with significant abnormalities in glucose tolerance noted after 18 months. In our study, obvious vacuolar degeneration in the liver and an increase in oxidative parameters (such as GR, SOD, and 8-oxo-Gsn in urine) were also observed, consistent with previous human epidemiology [26,27,28,29] and animal [30,33,34,35] studies.

The function of islets is to secrete glucose-regulating hormones to maintain glucose homeostasis; however, this function is impaired in T2DM patients [48]. Therefore, we further explored changes in the structure and function of islets in a T2DM rat model induced by a long-term HFHF diet. After 3 months of an HFHF diet, the size of the islets increased. This morphological change was also verified in ovariectomized rats with an HFHF diet [43]. As only the level of insulin increased significantly and diabetes did not develop at this time, the change in islets might suggest that compensatory hyperplasia occurred. This result is consistent with previous research showing that beta-cell mass expansion is modulated indirectly by insulin via the nuclear hormone receptor peroxisome proliferator-activated receptor γ in response to obesity [62,63,64,65,66]. Notably, after 18 months of feeding, the islet volume decreased unexpectedly, and the morphology became irregular, which was consistent with the significant increases in fasting glucose levels, glucose tolerance, and levels of immature precursors of insulin. These results showed that an increase in islet mass occurred in the early compensatory phase in T2DM, while islet mass decreased in the late phase.

As the pancreatic structure and its secretory function were remarkably changed, scRNA-seq analysis was conducted to further explore changes in the cell composition and transcriptome patterns of pancreatic cells, secretory cells, and subpopulations of islet cells. A scRNA-seq analysis could help researchers to explore cell heterogeneity, identify cell states, and show changes in cell-type-specific genes during aging or disease development [67]. Previous studies have analyzed human islets via scRNA-seq, enabling a better understanding of islet pathology in aging and T2DM. Wang et al. found that alpha and beta cells from donors with T2DM had expression profiles with features observed in children, which indicated a partial dedifferentiation process [68]. Enge et al. found that an elevation of transcriptional noise and potential fate drift occurred in islet cells from elders [69]. Xin et al. identified 245 genes with disturbed expression in type 2 diabetes, 92% of which were not involved in islet cell function or growth in the previous study [70]. Rat, a popular animal model for studying T2DM, has a loosely dispersed mesenteric pancreas, which makes it difficult for researchers to collect and prepare single-cell suspensions for scRNA-seq studies. Thus, it would be worthwhile to explore methods and identify the characteristics and transcriptome patterns of rat islets and their subpopulations. In this study, cell-specific markers were used to identify secretory, immune, fibrocyte, endothelial, vascular smooth muscle, and ductal epithelial cells in the pancreas. We found that the secretory population decreased with age, and the long-term HFHF diet exacerbated this decline. Examination of the secretory cell subtypes showed that the number of islet cells, especially alpha, delta and PP cells, was significantly decreased in the HFHF-old group compared to the young group, while that of the old group was nearly unchanged. Among the three experimental groups, the expression of genes related to glucose-regulating hormone synthesis was upregulated during the aging process; however, the long-term HFHF diet caused downregulation. Nevertheless, GO analysis showed a positive regulation of hormone secretion induced by a long-term HFHF diet, while the positive regulation of protein secretion, exocytosis, peptide hormone processing, and positive regulation biosynthetic processes were enriched in islet cells of the HFHF group. These results suggest that a long-term HFHF diet may reduce the synthesis of glucose-regulating hormones while promoting the release of these hormones. Furthermore, the expression of *Ins1* in alpha cells increased with age and was further exacerbated by a long-term HFHF diet. This was confirmed by the increase in plasma insulin, proinsulin, and intact proinsulin levels, suggesting islet dysfunction.

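Ins1 in alpha-like cells changed in edgeR by a log2 fold change of 2.81 (standard error 1.21, adjusted p = 1.00, range 0.110 to 1.00) for old against young, with both old rats above both young rats.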

Several studies have shown that the degree of oxidation increases in diabetic patients [24,26,27]. We also found elevated levels of plasma GR, SOD, XOD, GR, T-AOC, urine 8-oxo-Gsn, and 8-oxo-dGsn in rats fed an HFHF diet; however, the changes in the pancreas or islets were still not clear. Therefore, we used scRNA-seq to explore the transcriptome patterns of islet cells and their subgroups of oxidation-related genes and biological processes. In the present study, scRNA-seq showed that the long-term HFHF diet increased the degree of oxidation of secretory cells. GO analysis indicated that OS-related pathways were enriched in secretory cell clusters with the long-term HFHF diet, whereas the endoplasmic reticulum stress response induced by unfolded proteins was more significant during aging. In islet cells, different oxidoreductase gene expression in the HFHF-old group was upregulated in three subtypes of islet cells (alpha, beta, and PP cells), including *Pyroxd1*, *Ero1b*, *Nos1*, *Gfod2*, and *Foxred2*. Furthermore, compared with those of the old group, oxidative-related biological processes, such as the response to reactive oxygen species, were also enriched in the islet cells of the HFHF group. Moreover, the transcriptional level of oxidoreductase also changed in islet cells with aging; for example, *Sod1* decreased with age in alpha and beta cells, and a long-term HFHF diet further exacerbated this decline. 

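Sod1 in beta-like cells stood at 136 ± 48.5 CPM in young rats, 134 ± 5.00 in old rats and 86.9 in the HFHF-old rat, and in edgeR it changed by a log2 fold change of -0.02 (standard error 0.442, adjusted p = 1.00, range 0.991 to 1.00) for old against young, with the rats overlapping, and -0.62 (standard error 0.554, adjusted p = 0.782, range 0.705 to 1.00) for HFHF-old against old, with the HFHF-old rat below both old rats. The Sod1 value for old against young in beta cells changed sign without young replicate 2 (0.40) and also with no low-count filter, with a replicate block, without old replicate 1, with batch-balanced neighbours, with cells assigned by most abundant hormone, with the top 1% of gene number kept or with pooled cells. The Sod1 value for HFHF-old against old in beta cells changed sign only with pooled cells (0.11).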

All the above results verified that the long-term HFHF diet accelerated OS in the pancreas and islet subpopulations.

In addition, inflammatory pathways have also been regarded as the potential pathogenic mediators of overweight and DM [71,72]. Several reports support the notion that islet inflammatory processes are involved in the pathophysiological changes in T2DM [73]. We also found that inflammation levels were significantly increased in the long-term HFHF-treated rats. However, the cause of islet inflammation remains unclear [72]. We found that inflammation-related items, including the response to IL-4 and IL-1, were significantly enriched in alpha, beta, and PP cells of islets in the HFHF-old group according to GO analysis from the ScRNA-seq data. In addition, our plasma findings also confirmed that a long-term HFHF diet induced inflammation. After feeding the HFHF diet for 3 months, the levels of plasma oxidative parameters were significantly increased, while those of plasma inflammatory factors, including IL-1β, IL-6, MCP-1, VEGF, and ICAM1, were only changed after 18 months of feeding. The results showed that inflammation occurred after oxidative stress, suggesting that oxidative stress might be the cause of the high inflammation in T2DM patients.

## 5. Conclusions

In summary, our findings show that a long-term HFHF diet induces metabolic disorders, oxidation, and inflammation, as well as changes in islet size and irregular secretory functions in the pancreas. ScRNA-seq analysis of pancreatic cells revealed that the long-term HFHF diet resulted in decreased islet cell counts and the enrichment of hormone secretion biological processes, as well as of the oxidative and inflammatory pathways in islet alpha, beta, and PP cells. During the aging process, the expression of major hormone-synthesis genes is upregulated, and the transcriptional level of most oxidoreductases is decreased in islet cells. This study decoded the long-term HFHF diet and aging-associated structural and transcriptomic changes that underlie pancreatic islet functional decay at a single-cell resolution and indicated that HFHF diet-induced inflammation occurred after the accumulation of oxidative stress, suggesting an avenue to prevent improper diet-related diabetes.

## Figures and Tables

**Figure 1:**
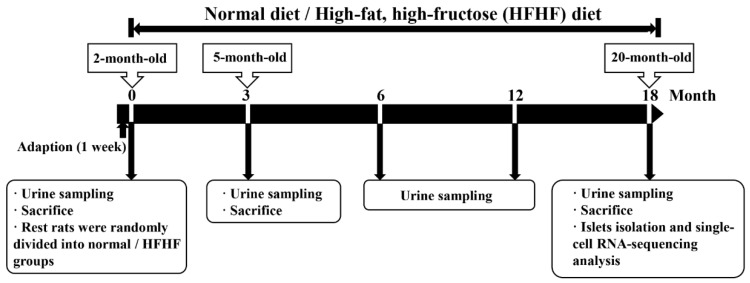
The study outline.

**Figure 2:**
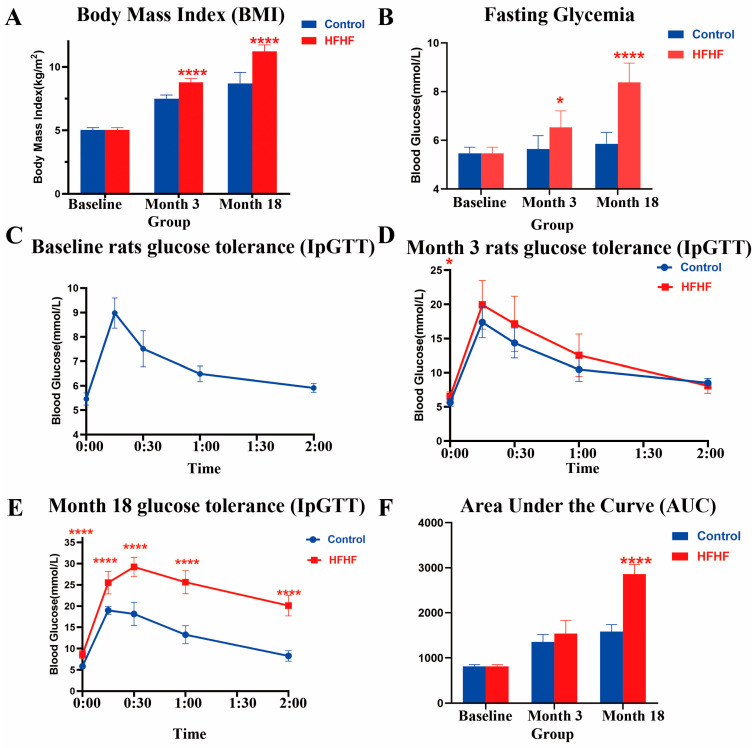
BMI, fasting glucose, and glucose tolerance measured in this study. (**A**) The body mass index (BMI) in this study for the normal diet (control, blue) and high-fat, high-fructose diet (HFHF, red) groups. (**B**) Evolution of fasting glycemia. (**C**–**E**) Evolution of glucose tolerance measured via the intraperitoneal glucose tolerance test (IpGTT) in all groups at the beginning (baseline) and after 3 (month 3) and 18 (month 18) months of feeding. (**F**) The area under the curve (AUC) during the IpGTT. Results are shown as the mean ± SD. * Significant results versus the age-matched control group: * *p* < 0.05, **** *p* < 0.0001.

**Figure 3:**
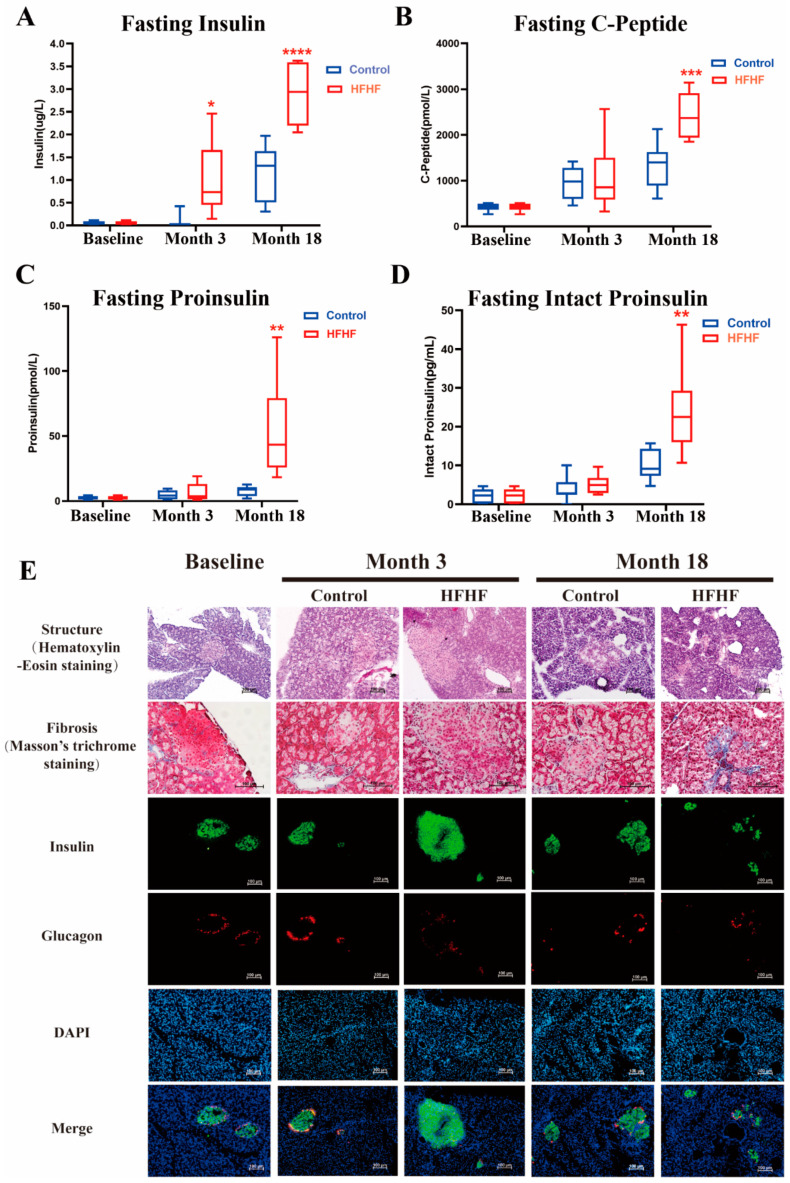
Structural and function changes of the pancreas in this study. (**A**–**D**) Fasting plasmatic insulin, C-peptide, proinsulin, and intact proinsulin levels during the study for the normal diet (control, blue) and high-fat, high-fructose diet (HFHF, red) groups at the beginning (baseline) and after 3 (month 3) and 18 (month 3) months of feeding. Results are shown as the mean ± SD. * Significant results versus the age-matched control group: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**E**) Changes in islets were visualized using hematoxylin/eosin staining, Masson’s Trichrome staining, and insulin and glucagon immunofluorescence staining at the beginning (baseline) and after 3 (month 3) and 18 (month 18) months of normal (control) and high-fat, high-fructose (HFHF) diet feeding. Scale bar = 100 μm.

**Figure 4:**
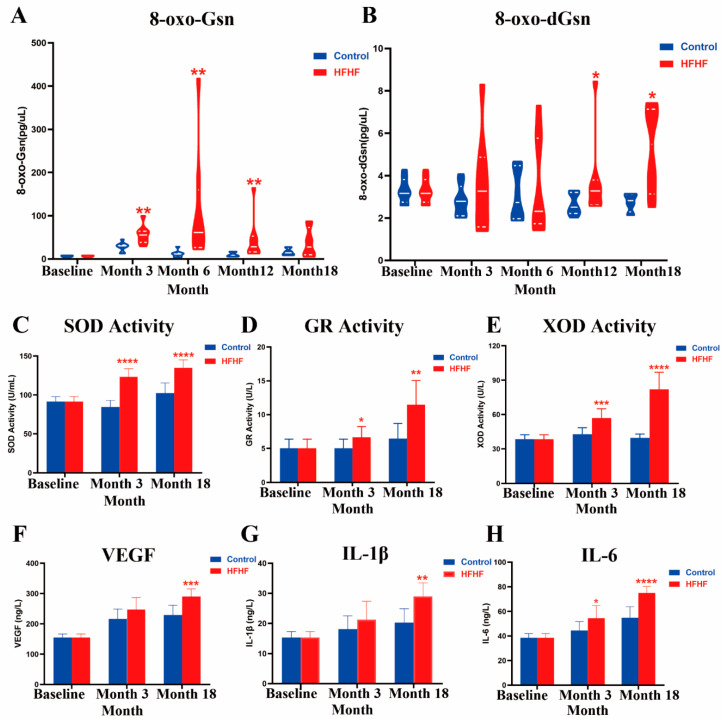
Changes in oxidation and inflammation levels during this study. Evolution of 8-oxo-Gsn (**A**) and 8-oxo-dGsn (**B**) during the study for the normal diet (control, blue) and high-fat, high-fructose diet (HFHF, red) groups. Results are shown as the median (interquartile range). (**C**,**D**) Effects of diet on SOD (**C**), GR (**D**), and XOD (**E**) activity at the beginning (baseline) and after 3 (month 3) and 18 (month 18) months of control and HFHF diet. (**F**–**H**). Effects of diet on VEGF (**F**), IL-1β (**G**), and IL-6 (**H**) during the study at the beginning (baseline) and after 3 (month 3) and 18 (month 18) months of treatments. Results are shown as the mean ± SD. * Significant results versus the age-matched control group: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 5:**
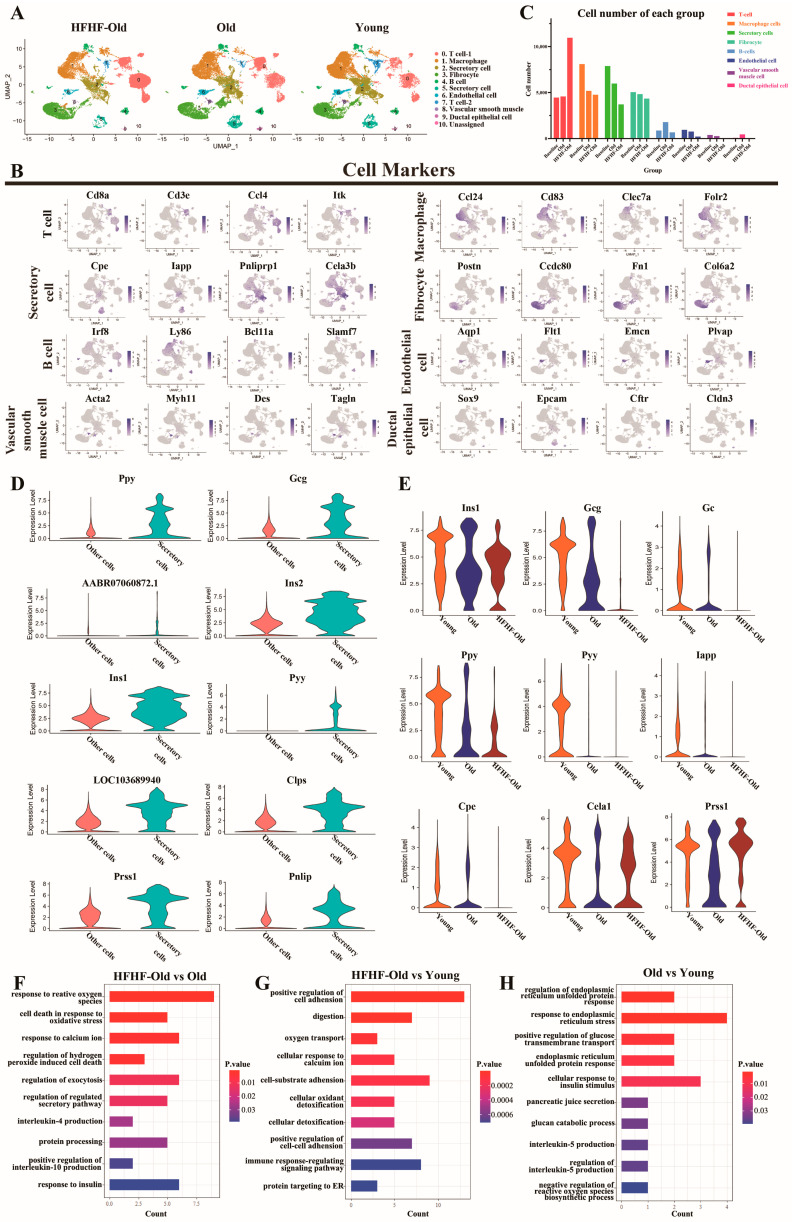
Distinct cell populations with transcriptional signatures in pancreatic secretory cells determined by a scRNA-Seq analysis of diabetic rats. (**A**) UMAP plot characterizing the differences in pancreatic cell distribution at the beginning (young) and after 18 months (HFHF-old, old) of diet feeding. Each point represents one cell. The distance between the two points is determined by the Pearson correlation of the 500 most highly expressed genes in each cell. Cell identity is recognized by the expression of marker genes. (**B**) UMAP plot of the marker gene expression in different cell types. (**C**) The number of different pancreatic cells at the beginning (young) and after 18 months (HFHF-old, old) of diet feeding. (**D**) Violin diagram of top 10 genes highly expressed in pancreatic secretory cells. (**E**) Violin diagram of secretory function-related gene expression in secretory cells among HFHF-old (HFHF, 18 months), old (control, 18 months), and young (baseline) groups. (**F**–**H**) Gene Ontology terms of upregulated enrichment obtained in secretory cells after a pairwise comparison of three groups (*p* < 0.05).

**Figure 6:**
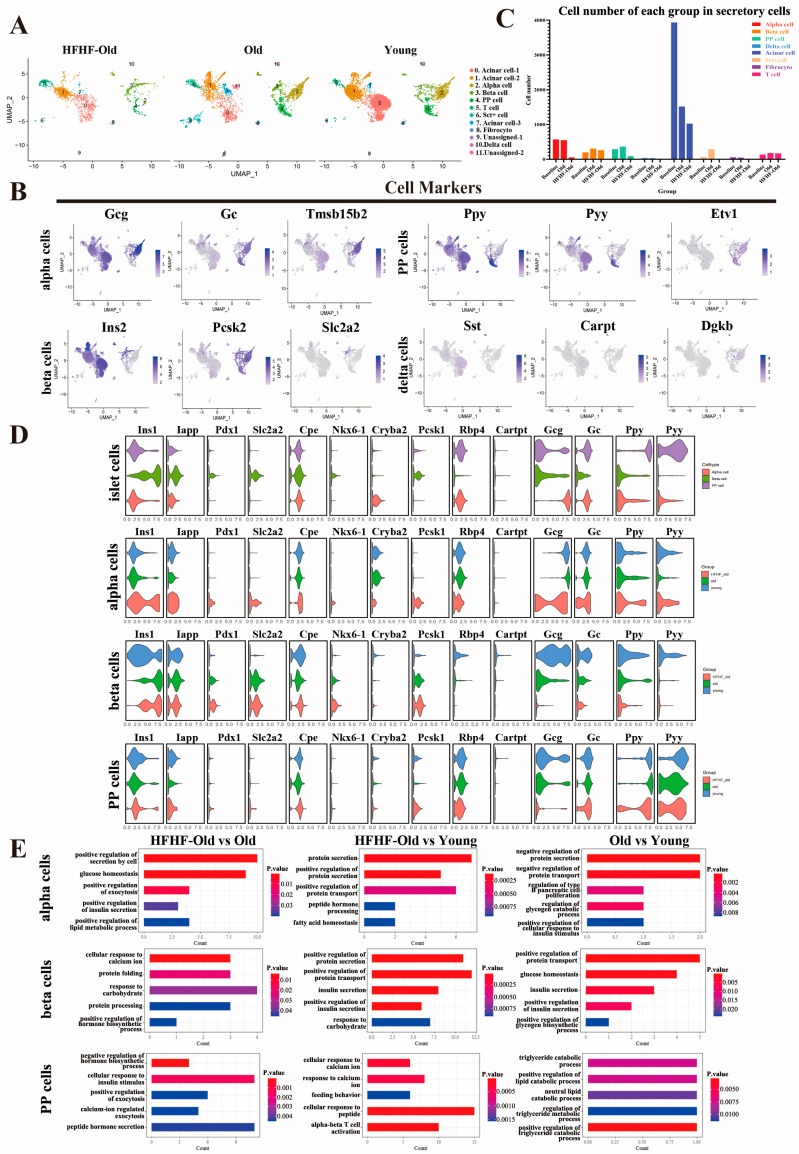
Distinct cell populations with transcriptional signatures in secreting islet cells. (**A**) UMAP plot characterizing the differences in secretory cell subpopulation distribution at the beginning (young) and after 18 months (HFHF-old, old) of diet feeding. Each point represents one cell. The distance between the two points is determined by the Pearson correlation of the 500 most highly expressed genes in each cell. Cell identity is recognized by the expression of marker genes. (**B**) UMAP plot of the marker gene expression in four types of islet cells. (**C**) The number of different pancreatic secretory cells at the beginning (young) and after 18 months (HFHF-old, old) of diet feeding. (**D**) Violin diagram characterizing the marker genes expression level in islet alpha, beta, and PP cells at the beginning (young) and after 18 months (HFHF-old, old) of diet feeding. (**E**) GO terms of upregulated secretory function-related enrichment obtained in islet alpha, beta, and PP cells after pairwise comparison of three groups (*p* < 0.05).

**Figure 7:**
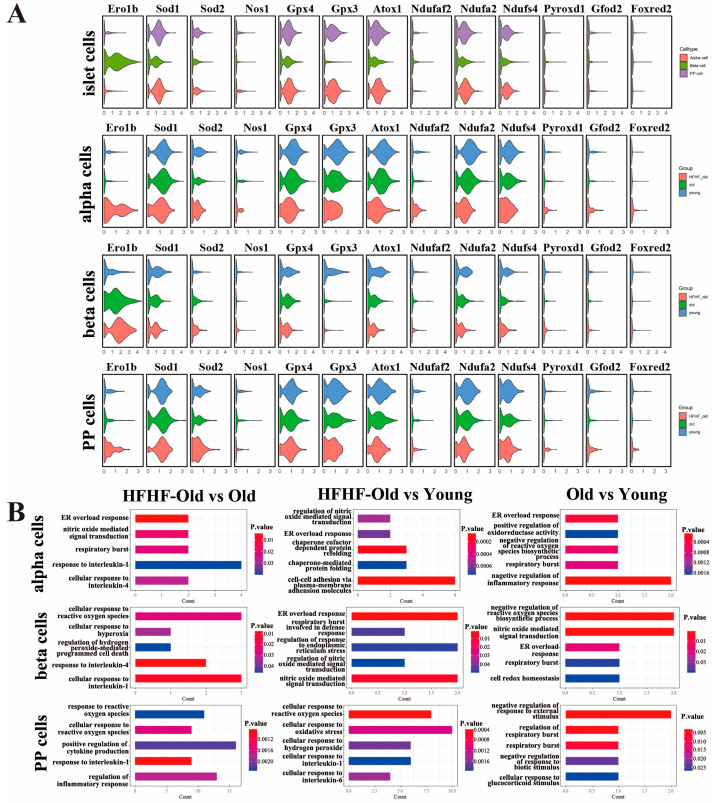
Distinct expression of oxidative-related oxidoreductase genes and Gene Ontology (GO) analysis findings among three groups. (**A**) Violin diagram characterizing the expression of oxidoreductase genes in islet alpha, beta, and PP cells at the beginning (young) and after 18 months (HFHF-old, old) of diet feeding. (**B**) GO terms of upregulated OS and inflammation-related enrichment obtained in islet alpha, beta, and PP cells after a pairwise comparison of three groups (*p* < 0.05).

## Data Availability

The data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE201900 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201900 (accessed on 19 May 2022)).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/nu14112181/s1. Figure S1: Evolution of weight in this study; Figure S2: Evolution of hepatic complications in study; Figure S3: Level of pancreas-related endocrine proteins during the intraperitoneal glucose tolerance test (IpGTT); Figure S4: Morphometric analysis of pancreatic islet size and density in this study; Figure S5: Adipocyte infiltration in the pancreas in this study. Figure S6: Basic information from scRNA-Seq Seurat Analysis of diabetic rats. Figure S7: Distinct cell populations with transcriptional signatures in pancreatic cells determined by scRNA-Seq analysis of diabetic rats. Figure S8: Gene Ontology (GO) terms of secretory cells; Figure S9: Distinct cell populations with transcriptional signatures in secretory cells determined by a scRNA-Seq analysis of diabetic rats. Table S1: Ingredients of the diet (%). Table S2: Evolution of physiological, metabolic, oxidative, and inflammatory parameters during the study.

## References

[1] Global Report on Diabetes. https://www.who.int/publications/i/item/who-nmh-nvi-16.3.

[2] American Diabetes Association (2013). Diagnosis and classification of diabetes mellitus. Diabetes Care.

[3] Saeedi P., Salpea P., Karuranga S., Petersohn I., Malanda B., Gregg E.W., Unwin N., Wild S.H., Williams R. (2020). Mortality attributable to diabetes in 20–79 years old adults, 2019 estimates: Results from the International Diabetes Federation Diabetes Atlas. Diabetes Res. Clin. Pract..

[4] Ley S.H., Hamdy O., Mohan V., Hu F.B. (2014). Prevention and management of type 2 diabetes: Dietary components and nutritional strategies. Lancet.

[5] Welsh J.A., Sharma A., Abramson J.L., Vaccarino V., Gillespie C., Vos M.B. (2010). Caloric sweetener consumption and dyslipidemia among US adults. JAMA.

[6] Softic S., Stanhope K.L., Boucher J., Divanovic S., Lanaspa M.A., Johnson R.J., Kahn C.R. (2020). Fructose and hepatic insulin resistance. Crit. Rev. Clin. Lab. Sci..

[7] Tappy L., Le K.A. (2010). Metabolic effects of fructose and the worldwide increase in obesity. Physiol. Rev..

[8] Ludwig D.S. (2000). Dietary glycemic index and obesity. J. Nutr..

[9] Dekker M.J., Su Q., Baker C., Rutledge A.C., Adeli K. (2010). Fructose: A highly lipogenic nutrient implicated in insulin resistance, hepatic steatosis, and the metabolic syndrome. Am. J. Physiol. Endocrinol. Metab..

[10] Sun X., Han F., Lu Q., Li X., Ren D., Zhang J., Han Y., Xiang Y.K., Li J. (2020). Empagliflozin Ameliorates Obesity-Related Cardiac Dysfunction by Regulating Sestrin2-Mediated AMPK-mTOR Signaling and Redox Homeostasis in High-Fat Diet-Induced Obese Mice. Diabetes.

[11] DiNicolantonio J.J., Lucan S.C., O’Keefe J.H. (2016). The Evidence for Saturated Fat and for Sugar Related to Coronary Heart Disease. Prog. Cardiovasc. Dis..

[12] Arisawa K., Uemura H., Yamaguchi M., Nakamoto M., Hiyoshi M., Sawachika F., Katsuura-Kamano S. (2014). Associations of dietary patterns with metabolic syndrome and insulin resistance: A cross-sectional study in a Japanese population. J. Med. Investig..

[13] van Dam R.M., Grievink L., Ocke M.C., Feskens E.J. (2003). Patterns of food consumption and risk factors for cardiovascular disease in the general Dutch population. Am. J. Clin. Nutr..

[14] Darani Zad N., Mohd Yusof R., Esmaili H., Jamaluddin R., Mohseni F. (2015). Association of dietary pattern with biochemical blood profiles and bodyweight among adults with Type 2 diabetes mellitus in Tehran, Iran. J. Diabetes Metab. Disord..

[15] Esmaillzadeh A., Kimiagar M., Mehrabi Y., Azadbakht L., Hu F.B., Willett W.C. (2007). Dietary patterns, insulin resistance, and prevalence of the metabolic syndrome in women. Am. J. Clin. Nutr..

[16] van Dam R.M., Rimm E.B., Willett W.C., Stampfer M.J., Hu F.B. (2002). Dietary patterns and risk for type 2 diabetes mellitus in U.S. men. Ann. Intern. Med..

[17] Lutsey P.L., Steffen L.M., Stevens J. (2008). Dietary intake and the development of the metabolic syndrome: The Atherosclerosis Risk in Communities study. Circulation.

[18] Schulze M.B., Hoffmann K., Manson J.E., Willett W.C., Meigs J.B., Weikert C., Heidemann C., Colditz G.A., Hu F.B. (2005). Dietary pattern, inflammation, and incidence of type 2 diabetes in women. Am. J. Clin. Nutr..

[19] Wirfalt E., Hedblad B., Gullberg B., Mattisson I., Andren C., Rosander U., Janzon L., Berglund G. (2001). Food patterns and components of the metabolic syndrome in men and women: A cross-sectional study within the Malmo Diet and Cancer cohort. Am. J. Epidemiol..

[20] Medina-Remon A., Kirwan R., Lamuela-Raventos R.M., Estruch R. (2018). Dietary patterns and the risk of obesity, type 2 diabetes mellitus, cardiovascular diseases, asthma, and neurodegenerative diseases. Crit. Rev. Food Sci. Nutr..

[21] Imamura F., O’Connor L., Ye Z., Mursu J., Hayashino Y., Bhupathiraju S.N., Forouhi N.G. (2015). Consumption of sugar sweetened beverages, artificially sweetened beverages, and fruit juice and incidence of type 2 diabetes: Systematic review, meta-analysis, and estimation of population attributable fraction. BMJ.

[22] Malik V.S., Popkin B.M., Bray G.A., Despres J.P., Willett W.C., Hu F.B. (2010). Sugar-sweetened beverages and risk of metabolic syndrome and type 2 diabetes: A meta-analysis. Diabetes Care.

[23] InterAct C., Romaguera D., Norat T., Wark P.A., Vergnaud A.C., Schulze M.B., van Woudenbergh G.J., Drogan D., Amiano P., Molina-Montes E. (2013). Consumption of sweet beverages and type 2 diabetes incidence in European adults: Results from EPIC-InterAct. Diabetologia.

[24] Brownlee M. (2001). Biochemistry and molecular cell biology of diabetic complications. Nature.

[25] Betteridge D.J. (2000). What is oxidative stress?. Metabolism.

[26] Gawlik K., Naskalski J.W., Fedak D., Pawlica-Gosiewska D., Grudzien U., Dumnicka P., Malecki M.T., Solnica B. (2016). Markers of Antioxidant Defense in Patients with Type 2 Diabetes. Oxidative Med. Cell. Longev..

[27] Bandeira Sde M., Guedes Gda S., da Fonseca L.J., Pires A.S., Gelain D.P., Moreira J.C., Rabelo L.A., Vasconcelos S.M., Goulart M.O. (2012). Characterization of blood oxidative stress in type 2 diabetes mellitus patients: Increase in lipid peroxidation and SOD activity. Oxidative Med. Cell. Longev..

[28] Broedbaek K., Siersma V., Henriksen T., Weimann A., Petersen M., Andersen J.T., Jimenez-Solem E., Stovgaard E.S., Hansen L.J., Henriksen J.E. (2011). Urinary markers of nucleic acid oxidation and long-term mortality of newly diagnosed type 2 diabetic patients. Diabetes Care.

[29] Broedbaek K., Siersma V., Henriksen T., Weimann A., Petersen M., Andersen J.T., Jimenez-Solem E., Hansen L.J., Henriksen J.E., Bonnema S.J. (2013). Association between urinary markers of nucleic acid oxidation and mortality in type 2 diabetes: A population-based cohort study. Diabetes Care.

[30] Wang W.X., Luo S.B., Xia M.M., Mao Y.H., Zhou X.Y., Jiang P., Jiang H.Y., Dai D.P., Li C.B., Hu G.X. (2015). Analysis of the oxidative damage of DNA, RNA, and their metabolites induced by hyperglycemia and related nephropathy in Sprague Dawley rats. Free Radic. Res..

[31] Al-Awar A., Kupai K., Veszelka M., Szucs G., Attieh Z., Murlasits Z., Torok S., Posa A., Varga C. (2016). Experimental Diabetes Mellitus in Different Animal Models. J. Diabetes Res..

[32] Lenzen S. (2008). The mechanisms of alloxan- and streptozotocin-induced diabetes. Diabetologia.

[33] Lozano I., Van der Werf R., Bietiger W., Seyfritz E., Peronet C., Pinget M., Jeandidier N., Maillard E., Marchioni E., Sigrist S. (2016). High-fructose and high-fat diet-induced disorders in rats: Impact on diabetes risk, hepatic and vascular complications. Nutr. Metab..

[34] Dal S., Van der Werf R., Walter C., Bietiger W., Seyfritz E., Mura C., Peronet C., Legrandois J., Werner D., Ennahar S. (2018). Treatment of NASH with Antioxidant Therapy: Beneficial Effect of Red Cabbage on Type 2 Diabetic Rats. Oxidative Med. Cell. Longev..

[35] Van der Werf R., Walter C., Bietiger W., Seyfritz E., Mura C., Peronet C., Legrandois J., Werner D., Ennahar S., Digel F. (2018). Beneficial effects of cherry consumption as a dietary intervention for metabolic, hepatic and vascular complications in type 2 diabetic rats. Cardiovasc. Diabetol..

[36] Liao H., Chou L.M., Chien Y.W., Wu C.H., Chang J.S., Lin C.I., Lin S.H. (2017). Grape powder consumption affects the expression of neurodegeneration-related brain proteins in rats chronically fed a high-fructose-high-fat diet. J. Nutr. Biochem..

[37] Chou L.M., Lin C.I., Chen Y.H., Liao H., Lin S.H. (2016). A diet containing grape powder ameliorates the cognitive decline in aged rats with a long-term high-fructose-high-fat dietary pattern. J. Nutr. Biochem..

[38] Afifi N.A., Ramadan A., Erian E.Y., Saleh D.O., Sedik A.A., Badawi M., El Hotaby W. (2017). Trigonelline attenuates hepatic complications and molecular alterations in high-fat high-fructose diet-induced insulin resistance in rats. Can. J. Physiol. Pharmacol..

[39] Casagrande B.P., Gomes M.F.P., Moura E.O.C., Santos A.C.C., Kubota M.C., Ribeiro D.A., Pisani L.P., Medeiros A., Estadella D. (2019). Age-dependent hepatic alterations induced by a high-fat high-fructose diet. Inflamm. Res..

[40] Vidal E., Lalarme E., Maire M.A., Febvret V., Gregoire S., Gambert S., Acar N., Bretillon L. (2019). Early impairments in the retina of rats fed with high fructose/high fat diet are associated with glucose metabolism deregulation but not dyslipidaemia. Sci. Rep..

[41] Liu M., Weiss M.A., Arunagiri A., Yong J., Rege N., Sun J., Haataja L., Kaufman R.J., Arvan P. (2018). Biosynthesis, structure, and folding of the insulin precursor protein. Diabetes Obes. Metab..

[42] Rains J.L., Jain S.K. (2011). Oxidative stress, insulin signaling, and diabetes. Free Radic. Biol. Med..

[43] Chansela P., Potip B., Weerachayaphorn J., Kangwanrangsan N., Chukijrungroat N., Saengsirisuwan V. (2022). Morphological alteration of the pancreatic islet in ovariectomized rats fed a high-fat high-fructose diet. Histochem. Cell Biol..

[44] O’Dowd J.F. (2009). The isolation and purification of rodent pancreatic islets of Langerhans. Methods Mol. Biol..

[45] Li D.S., Yuan Y.H., Tu H.J., Liang Q.L., Dai L.J. (2009). A protocol for islet isolation from mouse pancreas. Nat. Protoc..

[46] Chang N., Tian L., Ji X., Zhou X., Hou L., Zhao X., Yang Y., Yang L., Li L. (2019). Single-Cell Transcriptomes Reveal Characteristic Features of Mouse Hepatocytes with Liver Cholestatic Injury. Cells.

[47] Zhao T., Fu Y., Zhu J., Liu Y., Zhang Q., Yi Z., Chen S., Jiao Z., Xu X., Xu J. (2018). Single-Cell RNA-Seq Reveals Dynamic Early Embryonic-like Programs during Chemical Reprogramming. Cell Stem Cell.

[48] Leibiger I.B., Leibiger B., Berggren P.O. (2008). Insulin signaling in the pancreatic beta-cell. Annu. Rev. Nutr..

[49] van der Kooi J.B., van Wanroy P.J., De Jonge M.C., Kornelis J.A. (1984). Time separation between cough pulses in bladder, rectum and urethra in women. J. Urol..

[50] Sims E.K., Carr A.L.J., Oram R.A., DiMeglio L.A., Evans-Molina C. (2021). 100 years of insulin: Celebrating the past, present and future of diabetes therapy. Nat. Med..

[51] Madsen O.D., Frank B.H., Steiner D.F. (1984). Human proinsulin-specific antigenic determinants identified by monoclonal antibodies. Diabetes.

[52] Gray I.P., Siddle K., Frank B.H., Hales C.N. (1987). Characterization and use in immunoradiometric assay of monoclonal antibodies directed against human proinsulin. Diabetes.

[53] Imai S., Takahashi T., Naito S., Yamauchi A., Okada C., Notsu Y., Sakikawa I., Hatanaka M., Iwasaki T., Morita A. (2015). Development of a novel immunoassay specific for mouse intact proinsulin. Anal. Biochem..

[54] Ozawa S., Katsuta H., Suzuki K., Takahashi K., Tanaka T., Sumitani Y., Nishida S., Yoshimoto K., Ishida H. (2014). Estimated proinsulin processing activity of prohormone convertase (PC) 1/3 rather than PC2 is decreased in pancreatic beta-cells of type 2 diabetic patients. Endocr. J..

[55] Martens G.A., Jiang L., Hellemans K.H., Stange G., Heimberg H., Nielsen F.C., Sand O., Van Helden J., Van Lommel L., Schuit F. (2011). Clusters of conserved beta cell marker genes for assessment of beta cell phenotype. PLoS ONE.

[56] Zhu Y., Liu Q., Zhou Z., Ikeda Y. (2017). PDX1, Neurogenin-3, and MAFA: Critical transcription regulators for beta cell development and regeneration. Stem Cell Res. Ther..

[57] Kotnik P., Fischer-Posovszky P., Wabitsch M. (2011). RBP4: A controversial adipokine. Eur. J. Endocrinol..

[58] Yeo G.S.H., Chao D.H.M., Siegert A.M., Koerperich Z.M., Ericson M.D., Simonds S.E., Larson C.M., Luquet S., Clarke I., Sharma S. (2021). The melanocortin pathway and energy homeostasis: From discovery to obesity therapy. Mol. Metab..

[59] Jackson R.S., Creemers J.W., Ohagi S., Raffin-Sanson M.L., Sanders L., Montague C.T., Hutton J.C., O’Rahilly S. (1997). Obesity and impaired prohormone processing associated with mutations in the human prohormone convertase 1 gene. Nat. Genet..

[60] Shum M., Pinard S., Guimond M.O., Labbe S.M., Roberge C., Baillargeon J.P., Langlois M.F., Alterman M., Wallinder C., Hallberg A. (2013). Angiotensin II type 2 receptor promotes adipocyte differentiation and restores adipocyte size in high-fat/high-fructose diet-induced insulin resistance in rats. Am. J. Physiol. Endocrinol. Metab..

[61] Odermatt A. (2011). The Western-style diet: A major risk factor for impaired kidney function and chronic kidney disease. Am. J. Physiol. Ren. Physiol..

[62] Hull R.L., Kodama K., Utzschneider K.M., Carr D.B., Prigeon R.L., Kahn S.E. (2005). Dietary-fat-induced obesity in mice results in beta cell hyperplasia but not increased insulin release: Evidence for specificity of impaired beta cell adaptation. Diabetologia.

[63] Linnemann A.K., Baan M., Davis D.B. (2014). Pancreatic beta-cell proliferation in obesity. Adv. Nutr..

[64] Medina-Gomez G., Gray S.L., Yetukuri L., Shimomura K., Virtue S., Campbell M., Curtis R.K., Jimenez-Linan M., Blount M., Yeo G.S. (2007). PPAR gamma 2 prevents lipotoxicity by controlling adipose tissue expandability and peripheral lipid metabolism. PLoS Genet..

[65] Rosen E.D., Kulkarni R.N., Sarraf P., Ozcan U., Okada T., Hsu C.H., Eisenman D., Magnuson M.A., Gonzalez F.J., Kahn C.R. (2003). Targeted elimination of peroxisome proliferator-activated receptor gamma in beta cells leads to abnormalities in islet mass without compromising glucose homeostasis. Mol. Cell Biol..

[66] Vidal-Puig A., Jimenez-Linan M., Lowell B.B., Hamann A., Hu E., Spiegelman B., Flier J.S., Moller D.E. (1996). Regulation of PPAR gamma gene expression by nutrition and obesity in rodents. J. Clin. Investig..

[67] He X., Memczak S., Qu J., Belmonte J.C.I., Liu G.H. (2020). Single-cell omics in ageing: A young and growing field. Nat. Metab..

[68] Wang Y.J., Schug J., Won K.J., Liu C., Naji A., Avrahami D., Golson M.L., Kaestner K.H. (2016). Single-Cell Transcriptomics of the Human Endocrine Pancreas. Diabetes.

[69] Enge M., Arda H.E., Mignardi M., Beausang J., Bottino R., Kim S.K., Quake S.R. (2017). Single-Cell Analysis of Human Pancreas Reveals Transcriptional Signatures of Aging and Somatic Mutation Patterns. Cell.

[70] Xin Y., Kim J., Okamoto H., Ni M., Wei Y., Adler C., Murphy A.J., Yancopoulos G.D., Lin C., Gromada J. (2016). RNA Sequencing of Single Human Islet Cells Reveals Type 2 Diabetes Genes. Cell Metab..

[71] Shoelson S.E., Lee J., Goldfine A.B. (2006). Inflammation and insulin resistance. J. Clin. Investig..

[72] Lontchi-Yimagou E., Sobngwi E., Matsha T.E., Kengne A.P. (2013). Diabetes mellitus and inflammation. Curr. Diabetes Rep..

[73] Donath M.Y., Schumann D.M., Faulenbach M., Ellingsgaard H., Perren A., Ehses J.A. (2008). Islet inflammation in type 2 diabetes: From metabolic stress to therapy. Diabetes Care.

# Supplementary material for: Long-Term High-Fat High-Fructose Diet Induces Type 2 Diabetes in Rats through Oxidative Stress
**Source:** Nutrients. 2022 May 24;14(11):2181. doi: 10.3390/nu14112181
**Supplement:** Supplementary file 1

**Table S1. Ingredients of the diet (%).**

|                     | <b>Normal diet%(w/w) *</b> | <b>HFHF diet%(w/w) *</b> |
|---------------------|----------------------------|--------------------------|
| Fructose (in water) | 0.00                       | 20.00                    |
| Wheat flour         | 33.10                      | 26.08                    |
| Corn                | 40.84                      | 32.18                    |
| Fish meal           | 2.00                       | 1.58                     |
| Soybean             | 16.06                      | 12.66                    |
| Soybean oil         | 2.00                       | 1.58                     |
| Cholesterol         | 0.00                       | 1.00                     |
| Lard                | 0.00                       | 10.00                    |
| Egg yolk powder     | 0.00                       | 10.00                    |
| Sodium cholate      | 0.00                       | 0.20                     |
| Total ash           | 6.00                       | 4.73                     |

\* The diets were formulated based on GB14924 and D12079B diet.  
HFHF, high-fat, high-fructose diet.

# Supplementary material for: Long-Term High-Fat High-Fructose Diet Induces Type 2 Diabetes in Rats through Oxidative Stress
**Source:** Nutrients. 2022 May 24;14(11):2181. doi: 10.3390/nu14112181
**Supplement:** Supplementary file 1

**Table S2. Evolution of physiological, metabolic, oxidative and inflammatory parameters during the study.**

|                                | Baseline          | Month 3           |                      | Month 18          |                      |
|--------------------------------|-------------------|-------------------|----------------------|-------------------|----------------------|
|                                |                   | Control           | HFHF                 | Control           | HFHF                 |
| Physiological variables        |                   |                   |                      |                   |                      |
| Weight (g)                     | 280.75 ± 8.19     | 545.13 ± 15.05    | 616.25 ± 14.18****   | 831.63 ± 75.03    | 1188.63 ± 70.50****  |
| Body mass index (BMI; g/cm²)   | 5.03 ± 0.18       | 7.48 ± 0.31       | 8.78 ± 0.29****      | 8.68 ± 0.89       | 11.21 ± 0.51****     |
| Abdominal circumference (cm)   | 13.48 ± 0.61      | 17.68 ± 1.71      | 23.56 ± 1.68****     | 28.30 ± 2.35      | 34.26 ± 2.14****     |
| Liver weight (g)               | 8.00 ± 1.42       | 16.53 ± 1.36      | 23.89 ± 2.53****     | 23.33 ± 1.88      | 52.75 ± 7.59****     |
| Relative liver weight (%)      | 2.84 ± 0.44       | 3.03 ± 0.19       | 3.87 ± 0.33****      | 2.82 ± 0.28       | 4.45 ± 0.72****      |
| Plasmatic metabolic parameters |                   |                   |                      |                   |                      |
| GSP (mmol/L)                   | 1.26 ± 0.11       | 1.62 ± 0.23       | 2.60 ± 0.56***       | 1.54 ± 0.16       | 4.03 ± 0.80****      |
| Glucose (mmol/L)               | 10.72 ± 2.08      | 10.34 ± 1.48      | 14.95 ± 3.02**       | 14.42 ± 1.57      | 20.63 ± 3.60***      |
| TG (mmol/L)                    | 0.74 ± 0.18       | 1.31 ± 0.38       | 1.70 ± 0.58          | 1.02 ± 0.17       | 3.00 ± 1.04***       |
| T-CHO (mmol/L)                 | 1.96 ± 0.19       | 1.99 ± 0.42       | 3.30 ± 1.02**        | 3.36 ± 0.85       | 8.39 ± 2.92***       |
| LDL-C (mmol/L)                 | 0.87 ± 0.15       | 0.73 ± 0.16       | 1.00 ± 0.28*         | 0.99 ± 0.31       | 3.03 ± 1.70**        |
| Pyruvic acid (μmol/mL)         | 0.39 ± 0.07       | 0.44 ± 0.08       | 0.92 ± 0.24***       | 0.43 ± 0.04       | 1.02 ± 0.20****      |
| Plasmatic oxidative parameters |                   |                   |                      |                   |                      |
| OX-LDL (μg/mL)                 | 8.94 ± 0.94       | 11.24 ± 2.25      | 11.81 ± 2.33         | 12.93 ± 2.51      | 16.69 ± 1.33**       |
| LPO (μmol/L)                   | 5.52 ± 0.42       | 6.32 ± 1.00       | 4.99 ± 0.94*         | 7.15 ± 1.85       | 10.19 ± 3.04*        |
| SOD (U/mL)                     | 91.44 ± 6.47      | 84.39 ± 8.54      | 123.31 ± 10.40****   | 102.39 ± 13.02    | 135.01 ± 10.09****   |
| LDH (U/L)                      | 6416.78 ± 1725.93 | 8037.58 ± 1457.78 | 11422.82 ± 2656.13** | 9050.34 ± 1475.18 | 13109.40 ± 2692.66** |
| XOD (U/L)                      | 38.44 ± 3.89      | 42.82 ± 5.64      | 56.90 ± 8.10***      | 39.57 ± 3.34      | 82.04 ± 14.89****    |
| GR (U/L)                       | 5.02 ± 1.34       | 5.02 ± 1.34       | 6.63 ± 1.59*         | 6.43 ± 2.27       | 11.46 ± 3.60**       |
| T-AOC (mmol/L)                 | 0.50 ± 0.23       | 0.68 ± 0.09       | 0.91 ± 0.11***       | 0.55 ± 0.08       | 1.08 ± 0.18****      |

|                                        |                |                |                |                |                    |
|----------------------------------------|----------------|----------------|----------------|----------------|--------------------|
| H <sub>2</sub> O <sub>2</sub> (mmol/L) | 102.14 ± 17.26 | 176.34 ± 36.70 | 204.36 ± 38.60 | 145.10 ± 8.70  | 297.04 ± 55.30**** |
| GSH (μmol/L)                           | 7.88 ± 2.82    | 6.40 ± 1.08    | 5.90 ± 1.57    | 7.06 ± 1.53    | 5.12 ± 2.06*       |
| <b>Inflammatory parameters</b>         |                |                |                |                |                    |
| IL-1β (ng/L)                           | 15.31 ± 2.00   | 18.12 ± 4.41   | 21.21 ± 6.17   | 20.30 ± 4.62   | 29.01 ± 4.48**     |
| IL-6 (ng/L)                            | 38.56 ± 3.37   | 44.40 ± 7.39   | 54.42 ± 10.21* | 54.92 ± 8.85   | 75.00 ± 5.42****   |
| MCP-1 (ng/mL)                          | 104.03 ± 15.65 | 118.98 ± 25.54 | 118.39 ± 18.97 | 117.91 ± 14.80 | 169.71 ± 13.39**** |
| TNF-α (ng/L)                           | 66.40 ± 6.14   | 97.51 ± 17.39  | 99.58 ± 23.04  | 99.46 ± 15.66  | 117.57 ± 12.17*    |
| VEGF (ng/L)                            | 154.56 ± 12.03 | 216.31 ± 32.83 | 247.01 ± 39.68 | 229.51 ± 32.15 | 290.42 ± 24.94***  |
| ICAM1 (ng/mL)                          | 40.91 ± 8.81   | 58.07 ± 12.72  | 61.43 ± 13.15  | 57.95 ± 14.01  | 75.35 ± 12.45*     |

Effects of diet on physiological, metabolic, oxidative and inflammatory parameters during the study at the beginning (Baseline) and after 3 (Month 3) and 18 months (Month 18) of normal (control) and high-fat, high-fructose (HFHF) diets. Relative liver weight, the percentage of liver weight in total body weight; GSP, glycated serum protein; TG, total triglycerides; T-CHO, total cholesterol; LDL-C, low-density lipoprotein cholesterol; OX-LDL, oxidized low density lipoprotein; LPO, lipid hydroperoxide; SOD, superoxide dismutase activity; LDH, lactate dehydrogenase; XOD, xanthine oxidase; GR, glutathione reductase; T-AOC, total antioxidant capacity; GSH, glutathione; H<sub>2</sub>O<sub>2</sub>, hydrogen peroxide; IL-1β, Interleukin-1β; IL-6, Interleukin-6; MCP-1, monocyte chemotactic protein-1; TNF-α, tumor necrosis factor-α; VEGF, vascular endothelial growth factor; ICAM1, intercellular cell adhesion molecule-1. The results are shown as the mean ± SD. \*Significant results versus the age-matched control group. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

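Single-cell RNA sequencing of pancreas was used from 6 rats in 3 groups of 2, namely young rats at baseline and old and HFHF-old rats after 18 months on the control or the HFHF diet, at ages of 2, 20 and 20 months. The authors isolated islets with collagenase P and a density gradient, made libraries with the 10x Genomics 3' v3.1 kit and ran Cell Ranger, and the deposited values are integer counts of UMIs per gene and barcode in Cell Ranger's filtered feature barcode matrices. The paper names version 6.1.2 of Cell Ranger, while the file headers name 5.0.0, and the genome build is not stated. The files give Ensembl rat identifiers and symbols without coordinates, and all 32883 genes were kept. Blood, tissue and plasma measurements, the GO analysis and sequencing reads were not analysed here.

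Barcodes were filtered by the limits the paper gives, with fewer than 200 genes, a mitochondrial share over 25% or a gene number in the top 1% over all barcodes pooled left out. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were chosen, and 10 principal components for all cells or 20 for secretory cells gave a graph of 15 nearest neighbours that was divided with leidenalg at resolution 1. No batch correction was applied. The genes of Figs 5D, 5E, 6D and 7A, Ins2 and Sst, 35 in all, were held out of the clustering so that tested genes did not define the classes. A cluster was named for the class whose markers, from lists written before the clustering, had the highest mean log2 fold over all other cells, if at least 3 and at least 50% of them had a log2 fold of at least 1. It was left unnamed where another class had more markers among the 10 leading genes, where most cells had under 1 part in 3 of their library's median UMIs and no marker was among the leading genes, or where over 99% of the cells came from 1 library. The fraction of markers, the rules on leading genes and the limit for 1 library were set after first results had been seen.

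Secretory cells, that is acinar-like and endocrine-like clusters, were pooled and clustered again for alpha-like, beta-like and delta-like cells. No cluster of PP cells formed, so PP cells were taken as endocrine cells whose most abundant hormone transcripts were Ppy and Pyy, which had been listed as an alternative beforehand and was made the main choice for this class after that was seen. Doublets were scored against simulated doublets, and for the alternative 0.8% per 1000 barcodes of each library were left out, 8113 barcodes in all. The sub-clusters of HFHF-old replicate 1 within the secretory class included cells with few UMIs named for macrophages and fibroblasts, which is why acinar-like and islet-like sub-clusters alone were added as an alternative afterwards.

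UMIs were summed per rat and class, and a rat with fewer than 10 cells of a class was left out of that class. Secretory cells per rat numbered 1414, 3120, 1487, 2808, 2566 and 88, in the order young, old and HFHF-old with replicate 1 before 2, and alpha-like cells 468, 354, 133, 623 and 77 without HFHF-old replicate 2. The smallest sums held 619234 UMIs in secretory, 1489584 in alpha-like, 2721709 in beta-like and 959550 in PP cells. Sums of 7 classes were tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest with the defaults of that version) in 1 fit of all 6 rats without covariates, which left 3 residual degrees of freedom, or 2 in the islet classes. Contrasts were HFHF-old against old, old against young and HFHF-old against young. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in a class and an absolute log2 fold change over 0.585, the limits the paper gives. Standard errors given with edgeR values are the absolute log2 fold change divided by the square root of the F statistic. They were not estimated separately. DESeq2 1.42.0 was run on the same sums. The older quasi-likelihood method of edgeR had been run first, and the default was made the main method after both had been seen.

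Shares of cells were tested with edgeR on the number of cells per class and rat, offset by the rat's total, or for islet classes by its secretory cells. A first run had kept rats with fewer than 10 cells of a class. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on voom values, 186 tests over 7 classes, 9 lists and 3 contrasts, adjusted together. These were lists for the oxidative stress response, endoplasmic reticulum stress, inflammation, hormone processing and secretion, haemoglobin, the response to dissociation, naive and circulating T cells, effector and resident T cells, and digestive enzymes. They were written from general knowledge before the data were opened and stand in for the GO terms, and some genes occur in more than 1 list. Of the tests, 65 had an adjusted p under 0.05 with camera and 0 with fry, a self-contained rotation test. In secretory cells for HFHF-old against old, the lists of naive and circulating T cells and of effector and resident T cells had medians of 1.17 (6 of 6 genes up, adjusted p = 0.0280) and 0.54 (9 of 11 genes up, adjusted p = 0.207). In T-like cells the response to dissociation stood at 0.89 (13 of 17 genes up, adjusted p = 0.00184) for the same contrast.

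Genes reported are those the paper names or shows for these libraries, and in secretory, alpha-like, beta-like and PP cells up to 3 genes per direction and contrast with the largest log2 fold change among those called, with all rats of 1 group above all of the other and a mean of at least 50 CPM. The sensitivity tables hold the named genes singly and the other genes of the figures as a tally, a scope that was set after the values were known. Values read off the paper's figures were read by eye and once more at higher magnification.

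The procedures were tested on simulated data with the rats' own depths, in which 200 genes were changed by a log2 fold change of 2. With each class's own spread, edgeR recovered 30, 46.5, 47.5, 42.5, 76, 74.5 and 69.5% of them in secretory, alpha-like, beta-like, PP, T-like, macrophage-like and fibroblast-like cells for HFHF-old against old, and DESeq2 33.5, 38.5, 23, 20.5, 77.5, 42.5 and 70%. With a dispersion of 0.05, edgeR recovered 82.5, 55, 74, 59, 92, 88.5 and 92.5%. False calls numbered 3 to 11 with edgeR and 0 to 18 with DESeq2. A simulated share raised by a log2 fold change of 2 was estimated at 1.72 and called at a dispersion of 0.01, and estimated at 1.70 (adjusted p = 0.529) at a dispersion of 1. An absent call in a share or in secretory cells therefore does not exclude a change of this size.

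Alternatives covered the tool, the low-count filter, the threshold, the cell filters, doublets, the clustering, free RNA, pooled cells, the denominator of the shares, and leaving out each rat in turn. Tests of explanations used genes and limits written down beforehand except where stated. The verdicts of several of these tests were changed after their values had been seen, towards leaving the explanation open. Values were computed with R version 4.3.3, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, igraph 0.11.9 and leidenalg 0.10.2 and drawn with matplotlib 3.10.9.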

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

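These patterns were picked out only after the results had been seen, and the limits used to pick them were also set then. Each was picked because it is a signal in data that the paper did not analyse.

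NK-like cells made up 69.4% of all cells in HFHF-old replicate 2, and 8.12, 3.47, 7.91, 6.80 and 7.17% in young replicates 1 and 2, old replicates 1 and 2 and HFHF-old replicate 1. It was picked because the paper names T cells without setting NK cells apart, so this signal was not analysed there.

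An unnamed cluster held 2501 cells of young replicate 2 and nearly none of any other rat, and unnamed clusters with 1833 cells came from old replicate 2 alone. They were picked because the paper does not describe populations of single libraries.

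RT1-Bb per RT1-Ba was 4.72 times as high in the lower of the old rats as in the highest of the other rats, in B-like or dendritic-like cells, whichever gave the smaller ratio. It was picked because genes of the major histocompatibility complex led the calls between old rats and the others, and the paper did not analyse them.

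AC142181.2 stood at 895 CPM in T-like cells of HFHF-old replicate 1, against 0.398, 0.985, 0.588, 0.325 and 0.210 in the other rats. The gene was also high in NK-like and fibroblast-like cells of that rat alone. It was picked because it was among the largest calls in islet cells and is not analysed in the paper.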

How the results depend on the processing

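The alternatives were planned before the data were examined, except edgeR's older quasi-likelihood method, secretory sub-clusters named acinar or islet only, the young-library cluster counted as secretory, the top 1% of gene number kept, the total without T-like and NK-like cells, T-like and NK-like cells as 1 class and rats with fewer than 10 cells kept, which were chosen after results were seen. The older edgeR method was run first and the default of the installed version then became the main method, and the rule on rats with fewer than 10 cells was likewise applied after a first run without it. The causes of the changes listed here were not tested.

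Under the main settings the counts of changed genes (cells of each class) were 0 in secretory, 9 in alpha, 9 in beta, 13 in PP, 0 in T, 0 in macrophage and 3 in fibroblast for HFHF-old vs old, 5 in secretory, 2 in alpha, 5 in beta, 10 in PP, 154 in T, 3 in macrophage and 5 in fibroblast for old vs young and 0 in secretory, 17 in alpha, 19 in beta, 12 in PP, 24 in T, 13 in macrophage and 2 in fibroblast for HFHF-old vs young. Outside the fits that leave out a rat, 180 counts stayed within 1.5 times the main count and 129 moved. Of the shares, 404 values kept direction and call, 28 reversed and 3 gained a call. Of the list tests, 58 kept both, 9 reversed, 16 lost a call and 1 gained one. Of the genes the text names, 1118 values kept both, 80 reversed, 63 lost a call and 2 gained one. Of 4340 values of 221 further results for genes that only the figures show, 239 reversed, 79 gained and 0 lost a call.

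With DESeq2, the number of changed genes was 159 (HFHF-old vs old), 15 (old vs young) and 190 (HFHF-old vs young) in secretory cells, 50 (HFHF-old vs old), 20 (old vs young) and 72 (HFHF-old vs young) in alpha cells, 10 (old vs young) and 32 (HFHF-old vs young) in beta cells, 18 (old vs young) in PP cells, 95 (HFHF-old vs old), 642 (old vs young) and 754 (HFHF-old vs young) in T cells, 31 (HFHF-old vs old), 26 (old vs young) and 85 (HFHF-old vs young) in macrophage cells, 117 (HFHF-old vs old), 169 (old vs young) and 196 (HFHF-old vs young) in fibroblast cells. With DESeq2, the log2 fold change was -0.00933 (old vs young) for Ndufs4 in beta cells. Where the balance of the calls moved by more than 10 percentage points, DESeq2 gave 4 up and 46 down in alpha cells for HFHF-old vs old (edgeR 9 and 0), 6 up and 4 down in beta cells for HFHF-old vs old (edgeR 7 and 2), 41 up and 76 down in fibroblast cells for HFHF-old vs old (edgeR 0 and 3), 12 up and 3 down in secretory cells for old vs young (edgeR 5 and 0), 23 up and 3 down in macrophage cells for old vs young (edgeR 3 and 0), 105 up and 64 down in fibroblast cells for old vs young (edgeR 4 and 1), 57 up and 15 down in alpha cells for HFHF-old vs young (edgeR 17 and 0), 17 up and 15 down in beta cells for HFHF-old vs young (edgeR 17 and 2), 10 up and 4 down in PP cells for HFHF-old vs young (edgeR 11 and 1), 531 up and 223 down in T cells for HFHF-old vs young (edgeR 20 and 4), 126 up and 70 down in fibroblast cells for HFHF-old vs young (edgeR 1 and 1).

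With no low-count filter, the number of changed genes was 3 (old vs young) in secretory cells, 5 (HFHF-old vs old), 1 (old vs young) and 10 (HFHF-old vs young) in alpha cells, 5 (HFHF-old vs old), 0 (old vs young) and 7 (HFHF-old vs young) in beta cells, 3 (HFHF-old vs old), 4 (old vs young) and 7 (HFHF-old vs young) in PP cells, 8 (HFHF-old vs old), 7 (old vs young) and 106 (HFHF-old vs young) in macrophage cells. With no low-count filter, the log2 fold change was -0.0189 (old vs young) for Pyroxd1 in alpha cells, 0.0629 (old vs young) for Ero1b in beta cells, 0.0529 (old vs young) for Sod1 in beta cells.

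With doublets left out, the number of changed genes was 0 (old vs young) in secretory cells, 2 (HFHF-old vs old) and 10 (HFHF-old vs young) in alpha cells, 27 (HFHF-old vs old), 12 (old vs young) and 37 (HFHF-old vs young) in beta cells, 22 (HFHF-old vs old) and 21 (old vs young) in PP cells, 44 (HFHF-old vs young) in T cells, 0 (HFHF-old vs old) and 4 (HFHF-old vs young) in fibroblast cells. With doublets left out, the log2 fold change was 0.0427 (HFHF-old vs old) for Pyroxd1 in PP cells, -0.0268 (old vs young) for Pyroxd1 in alpha cells, 0.0190 (old vs young) for Ero1b in beta cells.

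With all variable genes, the number of changed genes was 2 (old vs young) in secretory cells, 128 (HFHF-old vs old), 13 (old vs young) and 123 (HFHF-old vs young) in alpha cells, 13 (HFHF-old vs old) and 233 (HFHF-old vs young) in macrophage cells, 1 (HFHF-old vs old) and 3 (old vs young) in fibroblast cells. With all variable genes, the log2 change of shares was 1.13 (HFHF-old vs young) for macrophage cells, -0.0191 (old vs young) for fibroblast cells. With all variable genes, the log2 fold change was 0.36 (HFHF-old vs old) for Pyroxd1 in PP cells, 0.0486 (old vs young) for Ero1b in PP cells, 1.06 (HFHF-old vs old) for Pdx1 in alpha cells, -0.20 (old vs young) for Ero1b in alpha cells, 0.0601 (HFHF-old vs old) for Nos1 in beta cells, 0.0382 (HFHF-old vs old) for Pdx1 in beta cells, -0.0176 (old vs young) for Ndufs4 in beta cells.

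At resolution 0.5, the number of changed genes was 2 (old vs young) and 1 (HFHF-old vs young) in secretory cells, 28 (HFHF-old vs old), 19 (old vs young) and 49 (HFHF-old vs young) in beta cells, 48 (old vs young) and 1 (HFHF-old vs young) in T cells, 9 (HFHF-old vs old), 58 (old vs young) and 276 (HFHF-old vs young) in macrophage cells. At resolution 0.5, the log2 change of shares was 0.48 (HFHF-old vs young) for macrophage cells, 0.34 (HFHF-old vs young) for ductal cells. At resolution 0.5, the log2 fold change was 0.0275 (old vs young) for Ero1b in beta cells.

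At resolution 2, the number of changed genes was 2 (old vs young) in secretory cells, 32 (HFHF-old vs old), 1 (old vs young) and 47 (HFHF-old vs young) in alpha cells, 23 (HFHF-old vs old) and 10 (old vs young) in beta cells, 33 (old vs young) and 28 (HFHF-old vs young) in PP cells, 57 (old vs young) in T cells, 5 (HFHF-old vs old) and 58 (HFHF-old vs young) in macrophage cells, 3 (old vs young) in fibroblast cells. At resolution 2, the log2 change of shares was 0.43 (HFHF-old vs young) for macrophage cells, -0.0199 (old vs young) for fibroblast cells, 0.45 (old vs young) for secretory cells, -4.53 (HFHF-old vs old) and -5.24 (HFHF-old vs young) for alpha among secretory cells, 0.0633 (HFHF-old vs old) and -0.45 (old vs young) for PP among secretory cells. At resolution 2, the log2 fold change was -0.0738 (HFHF-old vs old) for Ero1b in PP cells, 0.32 (HFHF-old vs old) for Pyroxd1 in PP cells, 0.10 (old vs young) for Atox1 in PP cells, -0.0530 (old vs young) for Ndufs4 in PP cells, -0.21 (old vs young) for Ppy in PP cells, 0.59 (HFHF-old vs old) for Pdx1 in alpha cells, 0.00337 (HFHF-old vs old) for Pyroxd1 in alpha cells, 0.0106 (old vs young) for Ero1b in beta cells.

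With secretory sub-clusters named acinar or islet only, the number of changed genes was 1 (old vs young) in secretory cells. With secretory sub-clusters named acinar or islet only, the log2 change of shares was 0.45 (old vs young) for secretory cells, 0.37 (HFHF-old vs old) for beta among secretory cells. With secretory sub-clusters named acinar or islet only, the median of the list was 0.35 (HFHF-old vs old) for ER stress and unfolded protein response genes in secretory cells, 0.0481 (old vs young) for inflammation and interleukin response genes in secretory cells, 0.0777 (old vs young) for hormone processing and secretion genes in secretory cells.

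With young-library cluster counted as secretory, the number of changed genes was 0 (old vs young) in secretory cells.

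With top 1% of gene number kept, the number of changed genes was 3 (old vs young) in secretory cells, 4 (old vs young) in alpha cells, 3 (old vs young) in beta cells, 8 (HFHF-old vs young) in macrophage cells. With top 1% of gene number kept, the log2 change of shares was 0.12 (HFHF-old vs old) for beta among secretory cells. With top 1% of gene number kept, the log2 fold change was 0.0864 (HFHF-old vs old) for Pdx1 in alpha cells, 0.0991 (HFHF-old vs old) for Pyroxd1 in alpha cells, 0.51 (HFHF-old vs old) for Slc2a2 in alpha cells, -0.0320 (old vs young) for Atox1 in alpha cells, -0.18 (HFHF-old vs old) for Pyroxd1 in beta cells, 0.00296 (old vs young) for Ero1b in beta cells, -0.0370 (old vs young) for Ndufs4 in beta cells, 0.00513 (old vs young) for Pdx1 in beta cells, -0.41 (old vs young) for Rbp4 in beta cells, 0.00740 (old vs young) for Sod1 in beta cells.

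With only the 2 groups compared, the number of changed genes was 15 (HFHF-old vs old) and 257 (HFHF-old vs young) in alpha cells, 18 (old vs young) and 216 (HFHF-old vs young) in beta cells, 197 (HFHF-old vs old) and 115 (HFHF-old vs young) in PP cells, 98 (old vs young) and 0 (HFHF-old vs young) in T cells, 4 (HFHF-old vs young) in macrophage cells, 1 (HFHF-old vs old), 33 (old vs young) and 0 (HFHF-old vs young) in fibroblast cells. With only the 2 groups compared, the log2 fold change was -0.00402 (old vs young) for Pyroxd1 in alpha cells, -0.0305 (old vs young) for Ndufs4 in beta cells.

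With batch-balanced neighbours, the number of changed genes was 67 (HFHF-old vs old), 8 (old vs young) and 67 (HFHF-old vs young) in alpha cells, 2 (old vs young) and 1 (HFHF-old vs young) in beta cells, 2 (HFHF-old vs old), 22 (old vs young) and 9 (HFHF-old vs young) in T cells, 10 (HFHF-old vs old) and 174 (HFHF-old vs young) in macrophage cells. With batch-balanced neighbours, the log2 change of shares was -0.68 (old vs young) for NK cells, 0.65 (HFHF-old vs young) for macrophage cells, 0.57 (old vs young) for secretory cells, 0.61 (HFHF-old vs young) for ductal cells, 1.82 (HFHF-old vs old) for beta among secretory cells. With batch-balanced neighbours, the log2 fold change was -0.29 (HFHF-old vs old) for Ero1b in alpha cells, 0.47 (HFHF-old vs old) for Ins1 in alpha cells, 1.25 (HFHF-old vs old) for Pdx1 in alpha cells, -0.16 (old vs young) for Atox1 in alpha cells, -0.0242 (old vs young) for Pyroxd1 in alpha cells, 0.52 (HFHF-old vs old) for Nos1 in beta cells, 0.25 (HFHF-old vs old) and 0.0562 (old vs young) for Pdx1 in beta cells, -0.12 (HFHF-old vs old) for Pyroxd1 in beta cells, 0.0134 (old vs young) for Atox1 in beta cells, 0.29 (old vs young) for Ero1b in beta cells, -0.37 (old vs young) for Ndufs4 in beta cells, 0.31 (old vs young) for Sod1 in beta cells.

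With most abundant hormone, the number of changed genes was 9 (HFHF-old vs young) in alpha cells, 3 (HFHF-old vs old), 0 (old vs young) and 1 (HFHF-old vs young) in beta cells. With most abundant hormone, the log2 fold change was -0.59 (HFHF-old vs old) for Pcsk1 in alpha cells, -0.30 (old vs young) for Ero1b in alpha cells, 0.21 (old vs young) for Ero1b in beta cells, 0.14 (old vs young) for Pdx1 in beta cells, -0.14 (old vs young) for Rbp4 in beta cells, 0.12 (old vs young) for Sod1 in beta cells.

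With edgeR's older quasi-likelihood method, the number of changed genes was 25 (HFHF-old vs old) and 13 (old vs young) in beta cells, 7 (HFHF-old vs old) in PP cells, 6 (HFHF-old vs old), 39 (old vs young) and 135 (HFHF-old vs young) in macrophage cells, 3 (old vs young) and 1 (HFHF-old vs young) in fibroblast cells.

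With mitochondrial share up to 10%, the number of changed genes was 19 (HFHF-old vs old) and 11 (old vs young) in beta cells.

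With cells with at least 1000 UMIs, the number of changed genes was 20 (HFHF-old vs old) in PP cells. With cells with at least 1000 UMIs, the log2 change of shares was 0.11 (old vs young) for secretory cells, 0.28 (HFHF-old vs old) for beta among secretory cells.

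With TMM over classes, the log2 change of shares was 1.64 (HFHF-old vs old) for T cells, 0.10 (old vs young) for alpha among secretory cells, 2.14 (old vs young) for beta among secretory cells.

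With T-like and NK-like cells as 1 class, the log2 change of shares was 1.34 (HFHF-old vs old) for T cells.

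With total without T-like cells, the log2 change of shares was -0.0457 (HFHF-old vs old) for macrophage cells, 0.0181 (old vs young) for secretory cells.

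With total without T-like and NK-like cells, the log2 change of shares was -0.0259 (HFHF-old vs old) for macrophage cells, 0.0724 (old vs young) for secretory cells.

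With fry, the median of the list was 0.37 (old vs young) for ER stress and unfolded protein response genes in secretory cells, 0.96 (HFHF-old vs old) for inflammation and interleukin response genes in secretory cells, -0.65 (HFHF-old vs old) and 0.13 (old vs young) for hormone processing and secretion genes in secretory cells, -0.39 (HFHF-old vs old) for oxidative stress response genes in alpha cells, 0.26 (old vs young) for ER stress and unfolded protein response genes in alpha cells, 0.76 (HFHF-old vs old) for inflammation and interleukin response genes in alpha cells, 0.80 (HFHF-old vs old) for inflammation and interleukin response genes in beta cells, -0.38 (HFHF-old vs old) for oxidative stress response genes in PP cells, 0.16 (old vs young) for ER stress and unfolded protein response genes in PP cells, 0.41 (old vs young) for inflammation and interleukin response genes in PP cells, 0.36 (old vs young) for inflammation and interleukin response genes in macrophage cells, 0.26 (HFHF-old vs old) and 0.39 (old vs young) for inflammation and interleukin response genes in fibroblast cells. With fry the number of gene list tests with an adjusted p under 0.05 was 0, against 65 under the main test.

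With pooled cells, the log2 fold change was 0.21 (HFHF-old vs old) and -0.23 (old vs young) for Ndufs4 in PP cells, 0.0120 (HFHF-old vs old) for Pyroxd1 in PP cells, 1.40 (HFHF-old vs old) for Pyy in PP cells, 0.0291 (HFHF-old vs old) for Pdx1 in alpha cells, 0.0716 (HFHF-old vs old) and -0.0541 (old vs young) for Pyroxd1 in alpha cells, 0.23 (HFHF-old vs old) for Slc2a2 in alpha cells, -0.26 (old vs young) for Atox1 in alpha cells, -0.0888 (old vs young) for Ero1b in alpha cells, -0.0404 (old vs young) for Ndufs4 in alpha cells, -0.0269 (old vs young) for Sod1 in alpha cells, 0.19 (HFHF-old vs old) for Ndufs4 in beta cells, 0.0429 (HFHF-old vs old) for Nos1 in beta cells, 0.42 (HFHF-old vs old) and 0.16 (old vs young) for Pdx1 in beta cells, 0.40 (HFHF-old vs old) for Slc2a2 in beta cells, 0.11 (HFHF-old vs old) and 0.25 (old vs young) for Sod1 in beta cells, 0.20 (old vs young) for Atox1 in beta cells, 0.22 (old vs young) for Ero1b in beta cells.

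The groups share replicate numbers 1 and 2, and a fit with the replicate number as a block was planned. The differences between replicates 1 and 2 correlated over genes at Pearson's r between -0.155 and 0.217 for pairs of groups in 4 classes, across genes, which are not independent replicates. The rats share only a number and were not paired, so this fit is not a better estimate and a call lost under it is not a weaker effect. With the replicate number as a block (replicate block), the number of changed genes was 0 (old vs young) in secretory cells, 10 (old vs young) and 29 (HFHF-old vs young) in alpha cells, 3 (HFHF-old vs old), 1 (old vs young) and 8 (HFHF-old vs young) in beta cells, 4 (old vs young) and 3 (HFHF-old vs young) in PP cells, 8 (HFHF-old vs young) in T cells, 1 (HFHF-old vs old) and 6 (HFHF-old vs young) in macrophage cells, 1 (HFHF-old vs old), 1 (old vs young) and 0 (HFHF-old vs young) in fibroblast cells. With replicate block, the log2 change of shares was -1.24 (HFHF-old vs old) for macrophage cells, -0.0715 (HFHF-old vs old) for fibroblast cells. With replicate block, the median of the list was 0.0116 (old vs young) for oxidative stress response genes in secretory cells, -0.19 (HFHF-old vs old) for oxidative stress response genes in alpha cells, 0.0906 (HFHF-old vs old) for ER stress and unfolded protein response genes in alpha cells, 0.0903 (old vs young) for inflammation and interleukin response genes in alpha cells, 0.0578 (HFHF-old vs old) for ER stress and unfolded protein response genes in beta cells, -0.12 (HFHF-old vs old) and -0.0195 (old vs young) for hormone processing and secretion genes in beta cells, -0.0863 (HFHF-old vs old) for ER stress and unfolded protein response genes in PP cells, -0.13 (HFHF-old vs old) for inflammation and interleukin response genes in PP cells. With replicate block, the log2 fold change was 0.14 (HFHF-old vs old) for Pyroxd1 in PP cells, 0.92 (HFHF-old vs old) for Pdx1 in alpha cells, 0.20 (HFHF-old vs old) for Nos1 in beta cells, 0.14 (HFHF-old vs old) for Pdx1 in beta cells, 0.0255 (old vs young) for Sod1 in beta cells.

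Each rat was left out in turn, and where a value changed by more than 1.5 times, in direction or in its call, its lowest and highest values are given. Where this leaves 1 rat in a group, that rat is assumed to vary like the others. In secretory cells the number of changed genes ran from 0 without young replicate 1 to 851 without HFHF-old replicate 1 for HFHF-old vs old, from 0 without young replicate 1 to 5 without HFHF-old replicate 1 for old vs young, from 0 without young replicate 1 to 790 without HFHF-old replicate 1 for HFHF-old vs young. In alpha cells the number of changed genes ran from 15 without young replicate 2 to 312 without old replicate 1 for HFHF-old vs old, from 1 without young replicate 2 to 181 without old replicate 1 for old vs young, from 13 without young replicate 2 to 261 without old replicate 2 for HFHF-old vs young. In beta cells the number of changed genes ran from 6 without young replicate 1 to 100 without old replicate 1 for HFHF-old vs old, from 0 without young replicate 1 to 81 without old replicate 1 for old vs young, from 0 without young replicate 2 to 217 without old replicate 2 for HFHF-old vs young. In PP cells the number of changed genes ran from 73 without old replicate 2 to 201 without young replicate 2 for HFHF-old vs old, from 11 without HFHF-old replicate 1 to 166 without young replicate 1 for old vs young, from 105 without old replicate 2 to 292 without young replicate 1 for HFHF-old vs young. In T cells the number of changed genes ran from 0 without young replicate 1 to 4 without HFHF-old replicate 1 for HFHF-old vs old, from 0 without young replicate 2 to 139 without HFHF-old replicate 1 for old vs young, from 0 without young replicate 2 to 59 without HFHF-old replicate 1 for HFHF-old vs young. In macrophage cells the number of changed genes ran from 0 without old replicate 1 to 98 without young replicate 2 for HFHF-old vs old, from 3 without old replicate 1 to 22 without young replicate 2 for old vs young, from 3 without young replicate 1 to 29 without HFHF-old replicate 2 for HFHF-old vs young. In fibroblast cells the number of changed genes ran from 1 without young replicate 1 to 155 without HFHF-old replicate 1 for HFHF-old vs old, from 0 without young replicate 1 to 36 without HFHF-old replicate 1 for old vs young, from 0 without young replicate 1 to 158 without HFHF-old replicate 1 for HFHF-old vs young.

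For the log2 change of shares the leave-one-out ranges were as follows. The share of T cells ran from -1.50 without HFHF-old replicate 2 to 0.42 without HFHF-old replicate 1 for HFHF-old vs old, from -0.90 without HFHF-old replicate 2 to 1.01 without HFHF-old replicate 1 for HFHF-old vs young. The share of NK cells ran from -0.0363 without HFHF-old replicate 2 to 3.24 without HFHF-old replicate 1 for HFHF-old vs old, from -0.14 without young replicate 2 to 1.08 without young replicate 1 for old vs young. The share of T and NK cells ran from -0.75 without HFHF-old replicate 2 to 2.16 without HFHF-old replicate 1 for HFHF-old vs old, from -0.26 without HFHF-old replicate 2 to 2.65 without HFHF-old replicate 1 for HFHF-old vs young. The share of macrophage cells ran from -6.64 without HFHF-old replicate 1 to 1.06 without HFHF-old replicate 2 for HFHF-old vs old, from -7.44 without HFHF-old replicate 1 to 0.26 without HFHF-old replicate 2 for HFHF-old vs young. The share of fibroblast cells ran from -0.73 without HFHF-old replicate 1 to 0.66 without HFHF-old replicate 2 for HFHF-old vs old, from -0.69 without young replicate 2 to 2.37 without young replicate 1 for old vs young, from -0.58 without HFHF-old replicate 1 to 2.49 without young replicate 1 for HFHF-old vs young. The share of secretory cells ran from -4.63 without HFHF-old replicate 1 to 0.20 without HFHF-old replicate 2 for HFHF-old vs old, from -0.70 without young replicate 1 to 1.20 without young replicate 2 for old vs young, from -4.68 without HFHF-old replicate 1 to 0.45 without young replicate 2 for HFHF-old vs young. The share of ductal cells ran from -1.02 without young replicate 2 to 0.10 without young replicate 1 for HFHF-old vs young. The share of alpha among secretory cells ran from -1.31 without old replicate 2 to 0.46 without young replicate 1 for old vs young. The share of beta among secretory cells ran from -0.71 without old replicate 1 to 0.57 without old replicate 2 for HFHF-old vs old. The share of acinar among secretory cells ran from -0.14 without HFHF-old replicate 2 to 2.07 without old replicate 1 for HFHF-old vs old, from -0.82 without old replicate 1 to 1.01 without old replicate 2 for old vs young.

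For the lists the leave-one-out ranges of the median log2 fold change were as follows. In secretory cells, oxidative stress response genes ran from -0.58 without HFHF-old replicate 1 to -0.0417 without HFHF-old replicate 2 for HFHF-old vs old, from -0.13 without young replicate 1 to 0.25 without young replicate 2 for old vs young. In secretory cells, ER stress and unfolded protein response genes ran from -0.23 without HFHF-old replicate 1 to 0.22 without HFHF-old replicate 2 for HFHF-old vs old. In secretory cells, inflammation and interleukin response genes ran from -0.46 without old replicate 1 to 0.46 without old replicate 2 for old vs young. In secretory cells, hormone processing and secretion genes ran from -0.0583 without young replicate 2 to 0.50 without young replicate 1 for old vs young. In alpha cells, oxidative stress response genes ran from -0.54 without young replicate 2 to -0.39 without old replicate 2 for HFHF-old vs old, from -0.13 without young replicate 1 to 0.30 without young replicate 2 for old vs young. In alpha cells, ER stress and unfolded protein response genes ran from -0.00762 without old replicate 1 to 0.0166 without old replicate 2 for HFHF-old vs old, from -0.0535 without young replicate 1 to 0.46 without young replicate 2 for old vs young. In alpha cells, inflammation and interleukin response genes ran from -0.23 without young replicate 2 to 0.39 without old replicate 2 for old vs young. In alpha cells, hormone processing and secretion genes ran from -0.0466 without old replicate 2 to 0.0355 without old replicate 1 for HFHF-old vs old. In beta cells, oxidative stress response genes ran from -0.26 without young replicate 1 to 0.20 without young replicate 2 for old vs young. In beta cells, ER stress and unfolded protein response genes ran from -0.14 without old replicate 2 to 0.0263 without old replicate 1 for HFHF-old vs old, from -0.17 without young replicate 1 to 0.41 without young replicate 2 for old vs young. In beta cells, inflammation and interleukin response genes ran from -0.33 without young replicate 2 to 0.31 without old replicate 2 for old vs young. In beta cells, hormone processing and secretion genes ran from -0.20 without old replicate 2 to 0.15 without old replicate 1 for HFHF-old vs old, from -0.32 without young replicate 2 to 0.21 without young replicate 1 for old vs young. In PP cells, oxidative stress response genes ran from -0.42 without old replicate 1 to -0.27 without old replicate 2 for HFHF-old vs old, from -0.0931 without young replicate 1 to 0.36 without young replicate 2 for old vs young. In PP cells, ER stress and unfolded protein response genes ran from -0.0945 without old replicate 2 to 0.0223 without young replicate 1 for HFHF-old vs old, from -0.0554 without young replicate 1 to 0.29 without young replicate 2 for old vs young. In PP cells, inflammation and interleukin response genes ran from -0.11 without young replicate 2 to 1.04 without young replicate 1 for old vs young. In PP cells, hormone processing and secretion genes ran from -0.0616 without old replicate 2 to 0.36 without old replicate 1 for HFHF-old vs old, from -0.26 without old replicate 1 to 0.0890 without old replicate 2 for old vs young. In T cells, inflammation and interleukin response genes ran from -0.0902 without old replicate 2 to 0.43 without HFHF-old replicate 2 for HFHF-old vs old, from -0.0332 without old replicate 1 to 0.24 without old replicate 2 for old vs young. In macrophage cells, inflammation and interleukin response genes ran from 0.10 without HFHF-old replicate 2 to 0.50 without old replicate 1 for HFHF-old vs old, from 0.16 without old replicate 1 to 0.60 without old replicate 2 for old vs young. In fibroblast cells, inflammation and interleukin response genes ran from 0.25 without young replicate 2 to 0.47 without HFHF-old replicate 1 for HFHF-old vs old, from 0.18 without young replicate 2 to 0.92 without young replicate 1 for old vs young.

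For the genes the leave-one-out ranges of the log2 fold change were as follows. Pyroxd1 in PP cells ran from -0.48 without old replicate 1 to 0.84 without old replicate 2 for HFHF-old vs old, from -1.17 without old replicate 2 to 0.13 without old replicate 1 for old vs young. Pyy in PP cells ran from -1.21 without old replicate 2 to 1.11 without old replicate 1 for HFHF-old vs old. Atox1 in PP cells ran from -0.44 without young replicate 1 to 0.31 without young replicate 2 for old vs young. Ndufs4 in PP cells ran from -0.11 without old replicate 2 to 0.19 without young replicate 2 for old vs young. Ppy in PP cells ran from -0.17 without old replicate 2 to 1.00 without old replicate 1 for old vs young. Ero1b in alpha cells ran from -0.0818 without old replicate 1 to 0.91 without old replicate 2 for HFHF-old vs old, from -0.45 without old replicate 2 to 0.51 without old replicate 1 for old vs young. Pdx1 in alpha cells ran from -0.94 without old replicate 1 to 1.30 without old replicate 2 for HFHF-old vs old. Pyroxd1 in alpha cells ran from -0.21 without old replicate 1 to 0.0588 without old replicate 2 for HFHF-old vs old, from -0.16 without old replicate 2 to 0.13 without young replicate 1 for old vs young. Slc2a2 in alpha cells ran from -3.17 without old replicate 1 to 0.0582 without old replicate 2 for HFHF-old vs old. Atox1 in alpha cells ran from -0.15 without young replicate 1 to 0.23 without young replicate 2 for old vs young. Ero1b in beta cells ran from -0.0188 without old replicate 2 to 0.57 without old replicate 1 for HFHF-old vs old, from -0.32 without old replicate 1 to 0.26 without old replicate 2 for old vs young. Nos1 in beta cells ran from -0.34 without old replicate 1 to 0.23 without old replicate 2 for HFHF-old vs old. Pdx1 in beta cells ran from -0.30 without old replicate 1 to 0.16 without old replicate 2 for HFHF-old vs old, from -0.35 without old replicate 2 to 0.11 without young replicate 2 for old vs young. Atox1 in beta cells ran from -0.61 without old replicate 2 to 0.15 without old replicate 1 for old vs young. Ndufs4 in beta cells ran from -0.11 without old replicate 2 to 0.11 without old replicate 1 for old vs young. Rbp4 in beta cells ran from -0.86 without old replicate 2 to 3.26 without young replicate 2 for old vs young. Slc2a2 in beta cells ran from -0.72 without old replicate 1 to 0.0648 without old replicate 2 for old vs young. Sod1 in beta cells ran from -0.34 without young replicate 1 to 0.40 without young replicate 2 for old vs young.

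Some alternatives gave no value. PP cells formed no cluster at resolution 1 or 0.5 or with batch-balanced neighbours, so PP values by cluster exist only where such a cluster was named. Islet values without HFHF-old replicate 1 for HFHF-old vs old could not be formed, because HFHF-old replicate 2 had fewer than 10 cells of each islet class.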

Differences from the paper's values

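The alternatives that count T-like and NK-like cells as 1 class, count the young-library cluster as secretory, keep only acinar or islet sub-clusters, or keep the top 1% of gene number were chosen after these values had been seen, and all others before the data were examined. The figures were read by eye, and again at higher magnification after the first comparison with the values here. Numbers of cells count as different where they lie apart by more than the standard deviation between the 2 rats and by more than 1.5 times.

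The paper names 10 clusters of all cells, and 31 were found here. The difference remained with all variable genes (34), batch-balanced neighbours (17), resolution 0.5 (20) and resolution 2 (49).

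T-like cells of the young group come to about 4400 in Fig. 5C, read by eye, against 2129 here. The difference was absent with batch-balanced neighbours (3307) and T-like and NK-like cells as 1 class (3902). It remained with a mitochondrial share up to 10% (2038), cells with at least 1000 UMIs (2052), doublets left out (2057), all variable genes (2296), resolution 0.5 (2668), resolution 2 (277) and the top 1% of gene number kept (2130). T-like cells of the old group come to about 4600 in Fig. 5C, read by eye, against 2762 here. The difference was absent with resolution 0.5 (3209), batch-balanced neighbours (3900) and T-like and NK-like cells as 1 class (4460). It remained with a mitochondrial share up to 10% (2733), cells with at least 1000 UMIs (2593), doublets left out (2672), all variable genes (2945), resolution 2 (1627) and the top 1% of gene number kept (2764). T-like cells of the HFHF-old group come to about 11000 in Fig. 5C, read by eye, against 2315 here. The difference was absent with T-like and NK-like cells as 1 class (11305). It remained with a mitochondrial share up to 10% (2151), cells with at least 1000 UMIs (2188), doublets left out (2146), all variable genes (2392), resolution 0.5 (2965), resolution 2 (1451), batch-balanced neighbours (3450) and the top 1% of gene number kept (2316).

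Secretory cells of the young group come to about 7900 in Fig. 5C, read by eye, against 4534 here. The difference was absent with the young-library cluster counted as secretory (7036). It remained with a mitochondrial share up to 10% (4352), cells with at least 1000 UMIs (3469), doublets left out (4088), all variable genes (4301), resolution 0.5 (4774), resolution 2 (2955), batch-balanced neighbours (2518), secretory sub-clusters named acinar or islet only (1628) and the top 1% of gene number kept (4593).

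B-like cells of the young group come to about 850 in Fig. 5C, read by eye, against 522 here. All alternatives kept the difference, with a mitochondrial share up to 10% (515), cells with at least 1000 UMIs (507), doublets left out (415), all variable genes (502), resolution 0.5 (0), resolution 2 (439), batch-balanced neighbours (0) and the top 1% of gene number kept (530). B-like cells of the old group come to about 1800 in Fig. 5C, read by eye, against 1057 here. This was so also with a mitochondrial share up to 10% (1033), cells with at least 1000 UMIs (874), doublets left out (837), all variable genes (1008), resolution 0.5 (0), resolution 2 (644), batch-balanced neighbours (0) and the top 1% of gene number kept (1061). B-like cells of the HFHF-old group come to about 650 in Fig. 5C, read by eye, against 354 here. The difference remained with a mitochondrial share up to 10% (334), cells with at least 1000 UMIs (344), doublets left out (280), all variable genes (339), resolution 0.5 (0), resolution 2 (315) and batch-balanced neighbours (0).

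Vascular smooth muscle-like cells of the young group come to about 360 in Fig. 5C, read by eye, against 566 here. The difference was absent with a mitochondrial share up to 10% (406), cells with at least 1000 UMIs (521), doublets left out (409), resolution 0.5 (455) and batch-balanced neighbours (410). It remained with all variable genes (554), resolution 2 (645) and the top 1% of gene number kept (568).

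Beta-like cells of the young group come to about 200 in Fig. 6C, read by eye, against 97 here. The difference was absent with all variable genes (190). It remained with a mitochondrial share up to 10% (90), cells with at least 1000 UMIs (93), doublets left out (91), resolution 0.5 (98), resolution 2 (99), batch-balanced neighbours (52), most abundant hormone (301) and the top 1% of gene number kept (113).

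Acinar-like cells of the young group come to about 3900 in Fig. 6C, read by eye, against 672 here. All alternatives kept the difference, with a mitochondrial share up to 10% (669), cells with at least 1000 UMIs (658), doublets left out (671), all variable genes (702), resolution 0.5 (673), resolution 2 (671), batch-balanced neighbours (700) and most abundant hormone (672). Acinar-like cells of the old group come to about 1500 in Fig. 6C, read by eye, against 774 here. This was so also with a mitochondrial share up to 10% (772), cells with at least 1000 UMIs (748), doublets left out (773), all variable genes (794), resolution 0.5 (790), resolution 2 (754), batch-balanced neighbours (760) and most abundant hormone (774). Acinar-like cells of the HFHF-old group come to about 1000 in Fig. 6C, read by eye, against 562 here. The difference remained with a mitochondrial share up to 10% (559), cells with at least 1000 UMIs (551), doublets left out (561), all variable genes (582), resolution 0.5 (556), resolution 2 (531), batch-balanced neighbours (565) and most abundant hormone (562).

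The text gives directions for 55 combinations of gene, class and contrast, of which 54 were tested here. The values of edgeR had the paper's direction in 30 and the other direction in 24, and 0 were called. The directions from the Discussion, for Ins1 in alpha cells with age and Sod1 in beta cells, were added after the values had been seen. All of those added had the paper's direction. Foxred2 in PP cells lay under the low-count filter. The paper compares cells and these values compare rats, and pooled cells are the alternative closest to the paper's method. Pooled cells were also scaled per cell, without edgeR's TMM factor. In beta-like cells that factor was 1.83 in HFHF-old replicate 1 against 1.07 and 0.884 in old replicates 1 and 2, which lowers that rat's edgeR values. A direction found with pooled cells can therefore follow from the scaling as well as from comparing cells.

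Pdx1 in alpha-like cells is higher in the paper for HFHF-old vs old and changed by -0.28 here, and had the paper's direction with the replicate number as a block, all variable genes, resolution 2, batch-balanced neighbours, the top 1% of gene number kept and pooled cells, and without old replicate 2. Slc2a2 in alpha-like cells is higher in the paper for HFHF-old vs old and changed by -2.40 here, and had the paper's direction with the top 1% of gene number kept and pooled cells, and without old replicate 2. Ins1 in alpha-like cells is higher in the paper for HFHF-old vs old and changed by -2.18 here, and had the paper's direction only with batch-balanced neighbours. Atox1 in alpha-like cells is lower in the paper for old vs young and changed by 0.03 here, and had the paper's direction with batch-balanced neighbours, the top 1% of gene number kept and pooled cells, and without young replicate 1 or old replicate 2. Ndufs4 in alpha-like cells is lower in the paper for old vs young and changed by 0.23 here, and had the paper's direction only with pooled cells. Pyroxd1 in alpha-like cells is higher in the paper for HFHF-old vs old and changed by -0.11 here, and had the paper's direction with resolution 2, the top 1% of gene number kept and pooled cells, and without old replicate 2. Pyroxd1 in alpha-like cells is lower in the paper for old vs young and changed by 0.00153 here, and had the paper's direction with no low-count filter, only the 2 groups compared, doublets left out, batch-balanced neighbours and pooled cells, and without young replicate 2, old replicate 2 or HFHF-old replicate 1. Ero1b in alpha-like cells is lower in the paper for old vs young and changed by 0.15 here, and had the paper's direction with all variable genes, most abundant hormone and pooled cells, and without young replicate 2 or old replicate 2. Sod1 in alpha-like cells is lower in the paper for old vs young and changed by 0.36 here, and had the paper's direction only with pooled cells.

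Ins1 in beta-like cells is higher in the paper for old vs young and changed by -0.68 here, and none of the alternatives had the paper's direction. Pdx1 in beta-like cells is higher in the paper for HFHF-old vs old and changed by -0.09 here, and had the paper's direction with the replicate number as a block, all variable genes, batch-balanced neighbours and pooled cells, and without old replicate 2. Pdx1 in beta-like cells is higher in the paper for old vs young and changed by -0.10 here, and had the paper's direction with batch-balanced neighbours, most abundant hormone, the top 1% of gene number kept and pooled cells, and without young replicate 2 or old replicate 1. Slc2a2 in beta-like cells is higher in the paper for HFHF-old vs old and changed by -0.57 here, and had the paper's direction only with pooled cells. Slc2a2 in beta-like cells is higher in the paper for old vs young and changed by -0.28 here, and had the paper's direction only without old replicate 2. Rbp4 in beta-like cells is lower in the paper for old vs young and changed by 1.05 here, and had the paper's direction with most abundant hormone and the top 1% of gene number kept, and without old replicate 2. Ndufs4 in beta-like cells is lower in the paper for old vs young and changed by 0.01 here, and had the paper's direction with DESeq2, only the 2 groups compared, all variable genes, batch-balanced neighbours and the top 1% of gene number kept, and without young replicate 1, old replicate 2 or HFHF-old replicate 1. Pyroxd1 in beta-like cells is lower in the paper for old vs young and changed by 0.27 here, and none of the alternatives had the paper's direction. Ero1b in beta-like cells is higher in the paper for old vs young and changed by -0.00122 here, and had the paper's direction with no low-count filter, doublets left out, resolution 0.5, resolution 2, batch-balanced neighbours, most abundant hormone, the top 1% of gene number kept and pooled cells, and without young replicate 1 or old replicate 2. Nos1 in beta-like cells is higher in the paper for HFHF-old vs old and changed by -0.11 here, and had the paper's direction with the replicate number as a block, all variable genes, batch-balanced neighbours and pooled cells, and without old replicate 2. Nos1 in beta-like cells is lower in the paper for old vs young and changed by 0.86 here, and none of the alternatives had the paper's direction.

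Pyy in PP cells is higher in the paper for old vs young and changed by -0.88 here, and none of the alternatives had the paper's direction. Ndufs4 in PP cells is lower in the paper for old vs young and changed by 0.05 here, and had the paper's direction with resolution 2 and pooled cells, and without young replicate 1 or old replicate 2. Pyroxd1 in PP cells is higher in the paper for HFHF-old vs old and changed by -0.06 here, and had the paper's direction with the replicate number as a block, doublets left out, all variable genes, resolution 2 and pooled cells, and without old replicate 2. Ero1b in PP cells is higher in the paper for old vs young and changed by -0.53 here, and had the paper's direction only with all variable genes.

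Changes that the paper describes and that were not called under the main settings were called in the paper's direction in these cases, namely Gcg in secretory cells for HFHF-old vs old with DESeq2, Pyy in secretory cells for HFHF-old vs old without HFHF-old replicate 1, Gcg in alpha-like cells for HFHF-old vs old with DESeq2, Rbp4 in beta-like cells for HFHF-old vs old without old replicate 1. No other alternative called a gene in a direction the text states. Calls in the opposite direction are not listed here.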

Other observations

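The tests of loss of cells and of diet for NK-like cells, of Kdm5d, of droplets with little RNA, of the yield of islets, of alpha and PP cells together and of class II activity were chosen only after the result was seen, and the others were written down after the pattern was seen but before the value of the test was known. Each explanation below is a hypothesis about these 6 rats, and none was tested on further animals.

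NK-like cells of HFHF-old replicate 2 could be so frequent because islet, acinar and macrophage cells were lost from that library. Loss alone would keep the balance of lymphocytes, but NK-like cells were 81.7% of NK-like plus T-like cells, above the 30.8 to 63.5% of the other rats, which speaks against loss as the only cause. Doublets could raise the number as well, yet 7.16% of the NK-like cells were among the library's doublets against 14.4% of its other cells. In the other rats 0.280 to 2.68% of NK-like cells were doublets, so this rat was the highest, but with doublets left out the share of NK-like cells still changed by a log2 fold change of 2.31 for HFHF-old against old, which speaks against such doublets as the only cause.

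Lymph node, spleen or blood in the dissected tissue might also bring in lymphocytes. B-like cells per T-like cell came to 0.113, the lowest of all rats, where such tissue would raise them, but genes of naive and circulating T cells stood in T-like cells at a median log2 difference of 1.05 from the other rats, the highest, followed by 0.99 in HFHF-old replicate 1. Of that list, Ccr7 also serves here as a marker of dendritic cells. Lymphoid tissue and lymphocytes of the pancreas therefore cannot be told apart with these values. If the diet were the cause, HFHF-old replicate 1 should be high too, and its NK-like share was 7.17%, inside the range of the old and young rats. With 1 of 2 rats high, an effect of the diet that differs between animals, an infection or another state of that animal, and the library itself cannot be told apart, and age, diet and animal stay open as untested.

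The clusters of old replicate 2 might be cells of an animal without a Y chromosome. They held 1 UMI of Kdm5d where 42.6 were expected from the library's other cells, and 40 of Eif2s3y where 98.3 were expected. Ddx3y and Usp9y, which had not been looked at before, gave 3 where 0.164 were expected, so the genes point in different directions and the explanation cannot be told apart from low expression of Kdm5d in these cells. Free RNA of the library could form such clusters. Their leading genes were 341 times as high (median) as in the library's other cells, but they had been chosen as the highest in these clusters, so free RNA and cells cannot be told apart by this value. RNA of another library of the series would share its barcodes, and 0 of the 5 other libraries shared the clusters' barcodes more often than the library's other barcodes by Fisher's exact test (smallest adjusted p = 0.572), although the percentage was higher in 2 of them (0.546 against 0.364% in young replicate 1 and 0.273 against 0.206% in old replicate 1). RNA from outside the series was not tested.

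The cluster of young replicate 2 could be free RNA of its library. Its profile correlated with that of the library's other cells at a Spearman's rho of 0.933 over genes, which are not independent replicates, and 0.969 was reached by an acinar-like cluster, so free RNA and cells that resemble the rest of the library cannot be told apart. Droplets with little RNA would have few UMIs, but the median was 7504 UMIs against 5302 in the library. Doublets were 7.08% of its cells against 8.23% of the library, so neither accounts for it. Its leading genes include hormone genes of the islets, although its closest class by markers was acinar-like (12 of 16 markers up), and its cells were not counted as secretory. Cell type and state of these cells were left open.

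Insulin transcripts in alpha-like cells could be free RNA. Per alpha-like cell, Ins1 UMIs were at least 2.47 times those per T-like cell of the same library, lowest in young replicate 1. The limit set beforehand was 3 times in every rat. Free RNA need not give equal numbers per cell. For Prss1, which alpha cells should not make, the ratios were 2.22 and 3.16 in young replicates 1 and 2. They were 3.71 and 1.61 in old replicates 1 and 2 and 1.62 in HFHF-old replicate 1. The Ins1 ratio exceeded that of Prss1 in each of these rats, but only slightly in young replicate 1. In old replicates 1 and 2 and HFHF-old replicate 1 it was 12.6, 43.2 and 8.48. Free RNA and transcription in alpha-like cells cannot be told apart on this test.

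Fewer alpha cells in HFHF-old replicate 1 might come from a lower yield of islets. A lower yield would leave the balance of endocrine cells unchanged, but cells with Gcg as most abundant hormone were 9.15% of endocrine cells against 30.4 to 65.2% in the old and young rats. Lower Gcg in alpha cells could turn them into PP cells by hormone, but alpha and PP cells together would then keep their share, and they were 29.3% of endocrine cells against 57.7 to 80.7% in the old and young rats (standard deviation 11.8 percentage points). Leaving out doublets or putting back the top 1% of gene number gave at most 7.83%. The tests speak against a lower yield, a recount as PP cells and these filters, each as the only cause, and since 1 rat of the group had enough endocrine cells, diet, animal and library stay open as untested.

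RT1 genes differed between old rats and the others. An allele of RT1-Bb that the reference matches in the old rats and not in the others could give this, and the ratio of RT1-Bb to RT1-Ba was 4.72 times as high in the lower old rat as in the highest other rat, short of the limit of 5 that was set. Ratios in B-like cells (as RT1-Bb per 100 of RT1-Ba) were 6.58, 6.75, 98.7, 61.6, 11.3 and 13.0 in young, old and HFHF-old replicates 1 and 2, and in dendritic-like cells 4.95, 5.53, 100.3, 60.1, 8.22 and 10.4. An allele and regulation of RT1-Bb alone cannot be told apart without reads. Higher activity of all class II genes would raise RT1-Ba, RT1-Da and Cd74 as well, and in B-like and dendritic-like cells the highest of their ratios was 1.26. RT1-Db1, which that ratio leaves out, stood in dendritic-like cells at 12149.7 and 13231 CPM in the old rats against 7574 to 9883 in the others. In fibroblast-like cells RT1-Ba stood at 247 and 353 CPM in the old rats against at most 94.1 in the others, and Cd74 at 759 and 1165 against at most 404. Higher activity and the other explanations therefore cannot be told apart. A genotype shared by the old rats would be confounded with their group, and an origin from another litter or breeding colony was not tested.

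Genes high in T-like, NK-like and fibroblast-like cells of HFHF-old replicate 1 only might be free RNA of its acinar cells. AC142181.2 and LOC683849 would then be far higher in acinar-like than in T-like cells, but the smaller ratio was 1.05, and AC142181.2 stood at 942, 883 and 593 CPM in acinar-like, NK-like and fibroblast-like cells. A gene that only this animal's acinar cells express could be the source, yet in acinar-like cells AC142181.2 stood at 999 CPM in old replicate 1 and 29319 in HFHF-old replicate 2, and LOC683849 reached in the latter 4009% of its level in HFHF-old replicate 1. Both tests speak against these sources for AC142181.2 and LOC683849. LOC286960, the third gene of the pattern, was left out of them. It stood at 1968 CPM in acinar-like and 118 CPM in T-like cells of HFHF-old replicate 1. Free RNA of acinar cells therefore stays open for LOC286960. RNA released by other cells, such as cells lost before loading, and a contaminant shared over the library were not tested.

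Genes were searched that lay at least 8 times apart between sets of rats in T-like, NK-like and fibroblast-like cells at once, at 20 CPM or more. The search found 0 genes that parted any 2 rats from the other 4, and for single rats 1 high and 1 low in old replicate 2, 3 high in HFHF-old replicate 1 and 1 low in HFHF-old replicate 2.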
